# NOTCH2 disrupts the synovial fibroblast identity and the inflammatory response of epiphyseal chondrocytes

**DOI:** 10.1016/j.jbc.2025.110206

**Published:** 2025-05-08

**Authors:** Ernesto Canalis, Rosa Guzzo, Lauren Schilling, Emily Denker

**Keywords:** chondrocyte, inflammation, NOTCH2, Notch receptor, osteoarthritis, transcriptome, synovial fibroblast

## Abstract

Notch signaling plays a fundamental role in the inflammatory response and has been linked to the pathogenesis of osteoarthritis in murine models of disease and humans. To address how Notch signaling modifies transcriptomes and cell populations, we examined the effects of NOTCH2 in chondrocytes from mice harboring a NOTCH2 gain-of-function mutation (*Notch2*^*tm1.1Ecan*^) and a conditional NOTCH2 gain-of-function model expressing the NOTCH2 intracellular domain (NICD2) from the *Rosa26* locus (*R26-NICD2* mice). Bulk RNA-Sequencing (RNA-Seq) of primary epiphyseal cells from both gain-of-function models established increased expression of pathways associated with the phagosome, genes linked to osteoclast activity in rheumatoid arthritis signaling, and pulmonary fibrosis signaling. Expression of genes linked to collagen degradation was enhanced in *Notch2*^*tm1.1Ecan*^ cells, while genes related to osteoarthritis pathways were increased in NICD2-expressing cells. Single cell (sc)RNA-Seq of cultured *Notch2*^*tm1.1Ecan*^ cells revealed clusters of cells related to limb mesenchyme, chondrogenic cells, and fibroblasts, including articular synovial fibroblasts. Pseudotime trajectory revealed close associations among clusters in control cultures, but the cluster of articular/synovial fibroblasts was disrupted in cells from *Notch2*^*tm1.1Ecan*^ mice. ScRNA-Seq showed similarities in the cluster distributions and pseudotime trajectories of NICD2-expressing and control cells, except for altered progression in a cluster of NICD2-expressing cells. In conclusion, NOTCH2 enhances the activity of pathways associated with inflammation in epiphyseal chondrocytes and disrupts the transcriptome profile of articular/synovial fibroblasts.

Notch receptors (Notch 1–4) have an established role in the differentiation, fate and function of a variety of cell lineages and play an important regulatory role in the response to inflammation (1, 2). This function of Notch signaling has been associated with the pathogenesis of osteoarthritis, a chronic degenerative and inflammatory disease that affects multiple tissues of the joint including the synovium cartilage and bone (3, 4, 5, 6, 7, 8, 9). Although there is a degenerative component to osteoarthritis, the disease is a complex disorder affecting the joint and driven by a host of proinflammatory signals (7, 10, 11, 12). These are often released by immune cells infiltrating synovium although articular chondrocytes are also a source of inflammatory molecules that contribute to the pathogenesis of the disease (6, 12).

Notch receptors are activated following interactions with ligands of the Jagged and Delta-like families. These interactions lead to the proteolytic cleavage of Notch at the junction of its extracellular and transmembrane domains and to the subsequent release of the Notch intracellular domain (NICD) (1, 13). Following translocation to the nucleus, the NICD forms a complex with recombination signal-binding protein for Ig of κ (RBPJκ) and mastermind-like (MAML) to activate canonical signaling and induce target gene transcription (14, 15, 16, 17). *Notch1*, *2*, *3* and *4* transcripts are detected in chondrocytes; however, the expression of *Notch2* is greater than that of other Notch receptors in chondrogenic ATDC5 cell lines, epiphyseal and costal chondrocytes (4). Since the activity of each Notch receptor depends on the cellular environment where it is expressed, the findings make NOTCH2 the most likely Notch receptor with a function in cartilage tissue.

Sustained supraphysiological activation of Notch signaling is associated with the development of osteoarthritis and the suppression of chondrogenesis, and the deletion of either *Rbpj* or the Notch target gene *Hes1* prevents the osteoarthritis that follows the surgical destabilization of the medial meniscus (DMM) in mice (3, 4, 18, 19, 20, 21). Our laboratory created a knock-in mouse model harboring a *Notch2*^*6955C>T*^ mutation in exon 34 of *Notch2* and termed *Notch2*^*tm1.1Ecan*^ (22). The mutation replicates the pathogenic variant associated with Hajdu Cheney Syndrome (HCS) and leads to the premature termination of the protein product and the loss of the PEST domain, which is necessary for the proteasomal degradation of the NICD (23, 24, 25). As a result, the NOTCH2 NICD is stable, resulting in a gain-of-NOTCH2 function (22). In accordance with the proposed role of NOTCH2 in inflammation, *Notch2*^*tm1.1Ecan*^ mice are sensitized to the osteoarthritis that follows DMM surgeries and to the osteolytic actions of tumor necrosis factor α (TNFα) (23, 26, 27). Although one case of osteoarthritis in HCS has been reported, its association with the NOTCH2 gain-of-function was not established, and the prevalence of osteoarthritis cannot be estimated due to the rarity of the syndrome (28).

Chondrocytes are cells of mesenchymal origin present in cartilage tissue. The proliferation and differentiation of epiphyseal chondrocytes present in the growth plate lead to the longitudinal growth of bones (29, 30). Chondrocytes synthesize proteins that form the extracellular matrix of cartilage, including type II collagen, and proteoglycans like aggrecan. Chondrocytes from *Notch2*^*tm1.1Ecan*^ mice display increased expression of interleukin (IL) six and are sensitized to the actions of TNFα on the inflammatory response, an effect attributed to the activity of the NOTCH2 NICD (27, 30, 31). In an initial experiment, we demonstrated that in the presence of TNFα, chondrogenic cells from *Notch2*^*tm1.1Ecan*^ display enhanced phagosome formation and the osteoarthritis pathway (31). While these observations indicate that Notch signaling itself can influence the expression and activity of cytokines on the inflammatory response, the direct effects of NOTCH2 in the absence of TNFα and the cell transcriptome profile and mechanisms involved were not elucidated. Moreover, the transcriptome profile of the joint environment and of epiphyseal chondrocytes is heterogeneous, and as a consequence, the cell subtypes and genes responsible for the actions of NOTCH2 need to be defined at a single-cell resolution (32, 33).

To have a better understanding of the mechanisms responsible for the NOTCH2-dependent inflammatory response in the chondrocyte environment, the transcriptome profile affected by NOTCH2 at a global and single cell resolution in murine epiphyseal chondrocytes was investigated. For this purpose, transcriptomes of epiphyseal chondrocytes with chondroblast-like properties were obtained from newborn *Notch2*^*tm1.1Ecan*^ mice and from *R26-NICD2* conditional mice, where sequences coding for the NICD are cloned into the *Rosa26* locus downstream of a loxP flanked STOP cassette (34). Exposure of these cells to the Cre recombinase results in the expression of the NOTCH2 NICD and NOTCH2 activation. Epiphyseal chondrocytes from *Notch2*^*tm1.1Ecan*^ and *R26-NICD2* mice were examined using bulk as well as single cell (sc)RNA-Sequencing (Seq) approaches.

## Results

### The Notch2^tm1.1Ecan^ mutation inhibits chondrogenesis, enhances the phagosome formation, collagen degradation, and the role of the osteoclasts in rheumatoid arthritis pathway

To determine the direct role of the *Notch2*^*tm1.1Ecan*^ mutation in epiphyseal chondrocytes, cells from newborn mice were cultured and RNA was extracted and analyzed by bulk RNA-Seq. Principal component analysis verified appropriate segregation between cells from control and *Notch2*^*tm1.1Ecan*^ mice. There were 123 ≥ log2Fold Change (FC)1 and *p* adjusted <0.05 differentially regulated genes between *Notch2*^*tm1.1Ecan*^ and control chondrocytes; 107 genes, including *Notch3* were upregulated and 16 were downregulated (Fig. 1, *A*–*D*). The 50 top dysregulated genes are shown in Figure S1. *Hes1* and *Hey1* were induced by a log2FC of 0.5 and *Notch3* by a log2FC of 1.4 in *Notch2*^*tm1.1Ecan*^ cells, confirming activation of Notch signaling and induction of *Notch3*. *Hey2* and *Heyl* were not detected. Biological pathways affected were analyzed by Gene Set Enrichment Analysis (GSEA) and by using the R Package clusterProfiler. These analyses revealed the inhibition of genes associated with chondrocyte differentiation and cartilage development, confirming the suppressive role of NOTCH2 in chondrogenesis and an enhancement of cell replication, chemotaxis, and migration (Fig. 1, *E* and *F*) (31).

**Figure 1:**
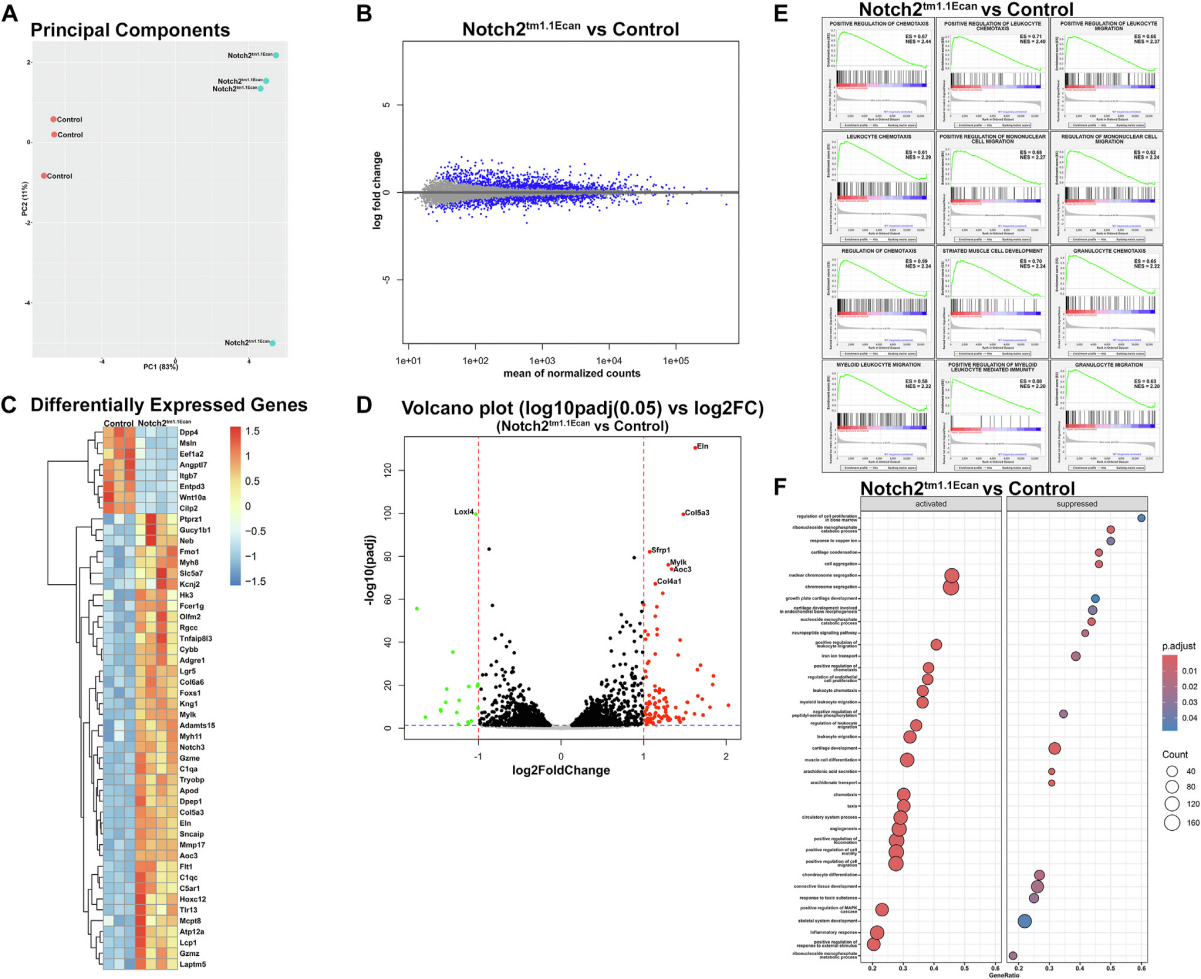
**RNA-Seq profile of *Notch2*^*tm1.1Ecan*^ chondrocytes.** Chondrocyte-enriched cells from newborn *Notch2*^*tm1.1Ecan*^ and control littermate mice were cultured to confluence and RNA was extracted and analyzed by RNA-Seq. *A*, principal component analysis of RNA-Seq technical replicates (n = 4 for *Notch2*^*tm1.1Ecan*^ and n = 3 for control). *B*, differentially expressed genes as log fold change over means of normalized counts. *C*, heat map of the 50 most differentially regulated genes between *Notch2*^*tm1.1Ecan*^ and control chondrocytes and *D*, corresponding volcano plots; log2 FoldChange, false discovery rate *p* adjusted value < 0.05 for *C* and *D*. *E*. Gene set enrichment analysis of biological pathways in epiphyseal chondrocytes from *Notch2*^*tm1.1Ecan*^ cells. Enrichment scores (ES) and normalized ES (NES) of pathways affected by NOTCH2 at a false discovery rate (FDR) of <0.05 are shown. *F*, visualization of gene enrichment analysis by clusterProfiler, as a lollipop chart. Gene count and pathways affected by *Notch2*^*tm1.1Ecan*^ at a *p* adjusted <0.05 are shown.

Ingenuity Pathway Analysis (IPA) of bulk RNA-Seq data revealed activation of phagosome formation, collagen degradation, and the role of osteoclasts in rheumatoid arthritis, and idiopathic fibrosis signaling pathways (Fig. 2). A graphical summary of multiple pathways and molecules affected by the *Notch2*^*tm1.1Ecan*^ mutation and their interrelationships is shown in Figure 2 (lower panel). Previously, we documented that the phagosome formation and osteoarthritis pathway were influenced in chondrocytes from the *Notch2*^*tm1.1Ecan*^ mice in the context of TNFα exposure (31). Whereas the phagosome formation was enhanced, the osteoarthritis pathway was not substantially modified by the *Notch2*^*tm1.1Ecan*^ mutation in the absence of TNFα (Fig. 2). Heat maps and volcano plots of the pathways affected by the *Notch2*^*tm1.1Ecan*^ mutation are shown in Figure 3, and VENN diagrams revealed that a significant number of genes present in the pathways described were affected by the NOTCH2 gain-of-function.

**Figure 2:**
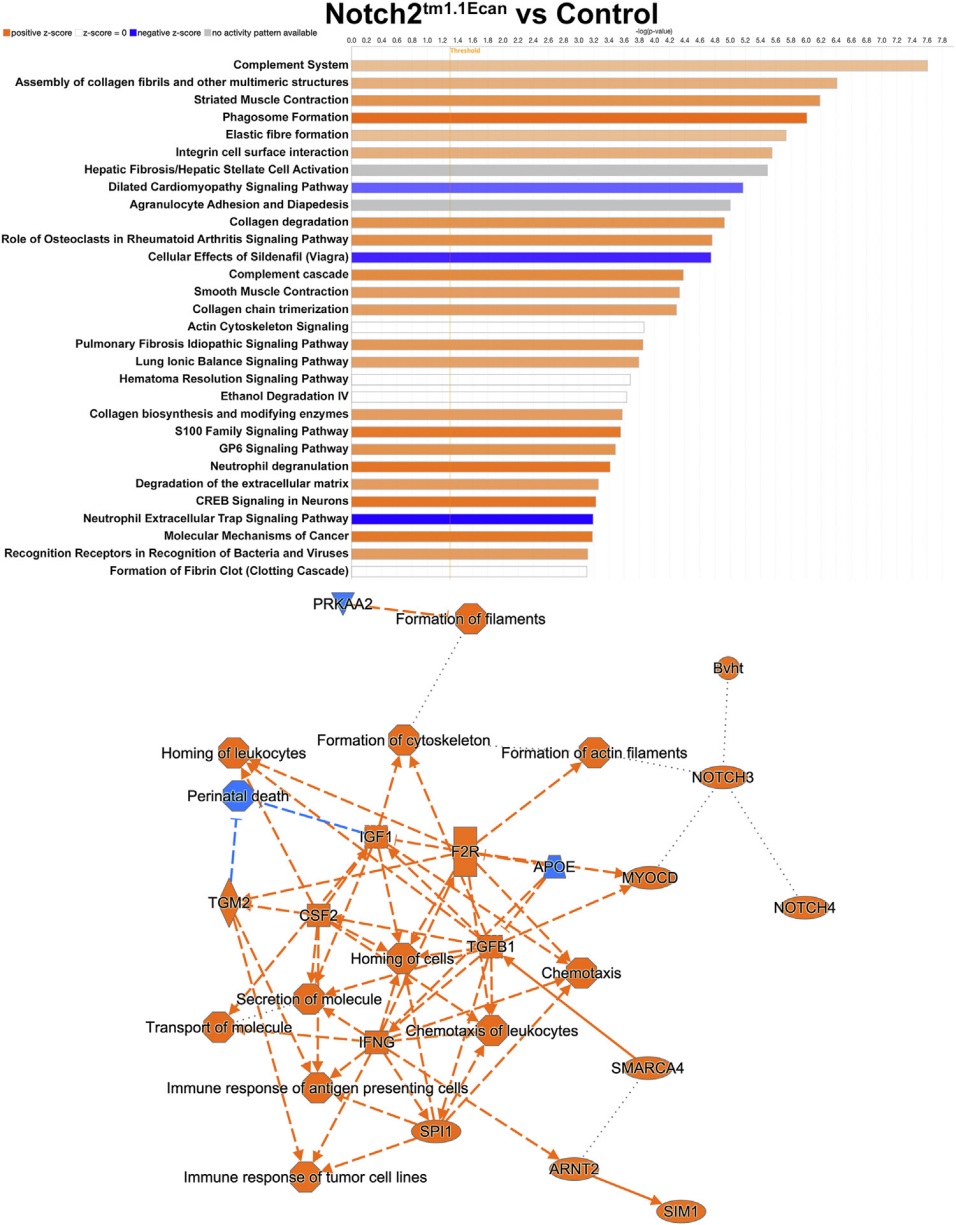
**The phagosome formation, collagen degradation, the role of osteoclasts in rheumatoid arthritis signaling and pulmonary fibrosis signaling are enhanced in chondrocytes from *Notch2*^*tm1.1Ecan*^ mice.** Chondrocyte-enriched cells from newborn *Notch2*^*tm1.1Ecan*^ and control littermate mice were cultured to confluence and RNA was extracted and processed for RNA-Seq. Ingenuity Pathway Analysis (IPA) of canonical pathways under the genes and chemicals category was performed. Genes affected by *Notch2*^*tm1.1Ecan*^ at log2FC1 *p* adjusted value < 0.1 are shown. Graphical summary of the data input showing activated (*orange*) and inhibited (*blue*) pathways. Solid lines lead to activation or inhibition, dotted lines point to inferred relationships, dashed lines to indirect and solid lines to direct interactions.

**Figure 3:**
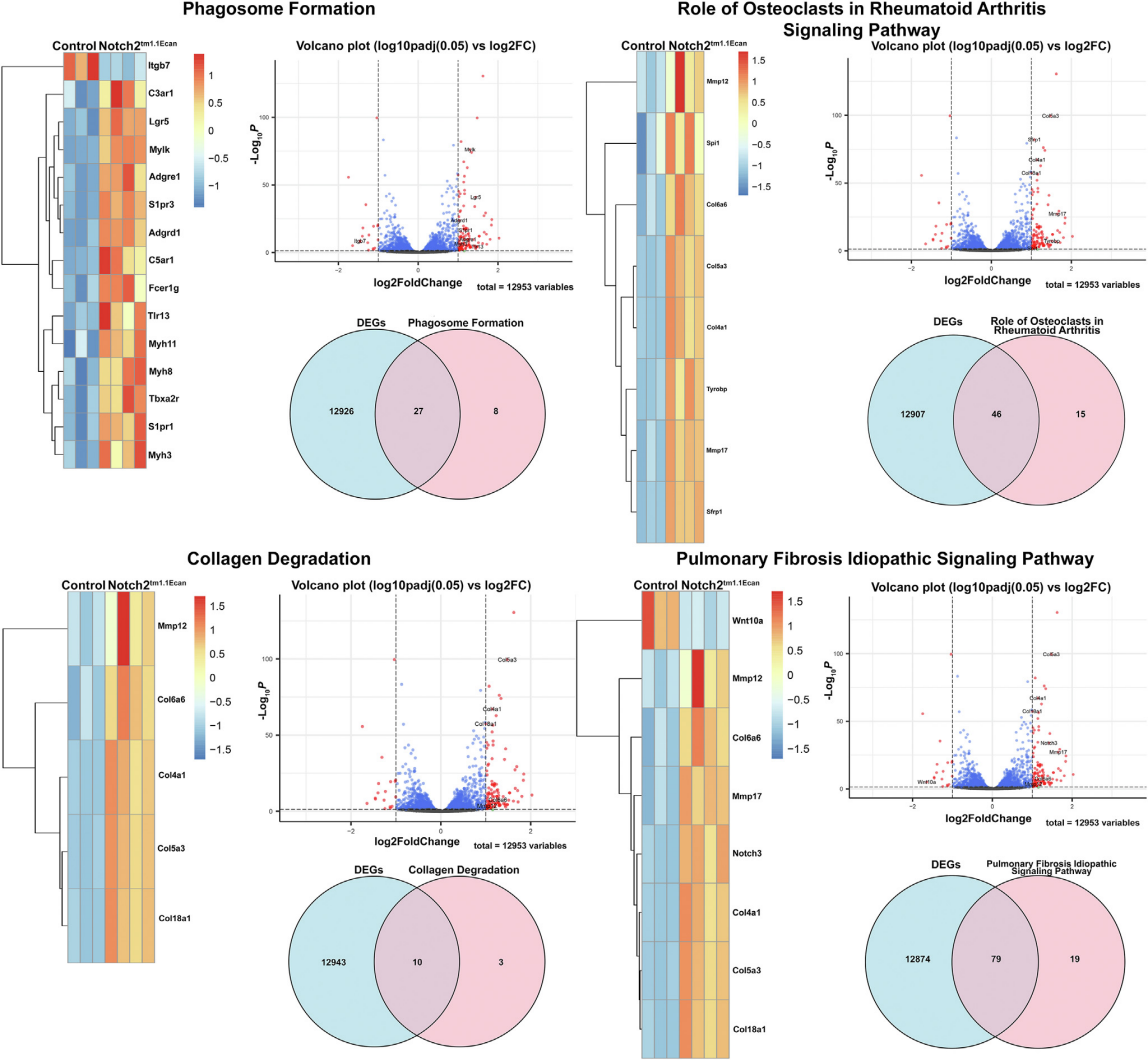
**The phagosome formation, collagen degradation, the role of osteoclasts in rheumatoid arthritis and pulmonary fibrosis signaling are enhanced in chondrocytes from *Notch2*^*tm1.1Ecan*^ mice.** Chondrocyte-enriched cells from newborn *Notch2*^*tm1.1Ecan*^ and control littermate mice were cultured to confluence and RNA was extracted and processed for RNA-Seq. Ingenuity Pathway Analysis (IPA) of canonical pathways under the genes and chemical category was performed. Genes affected by NOTCH2 at a log2FC1, *p* < 0.05, *p* adjusted value < 0.1 are shown. Heat maps, volcano plots and VENN diagrams of differentially expressed genes (DEG) between *Notch2*^*tm1.1Ecan*^ and control of the indicated signaling pathways are shown.

### NOTCH2 activation enhances pulmonary fibrosis signaling and osteoarthritis pathways, phagosome formation, and rheumatoid arthritis signaling in epiphyseal chondrocytes

To establish the role of the NOTCH2 NICD in epiphyseal chondrocytes, cells from *R26-NICD2* mice were transfected with an adenoviral vector expressing Cre recombinase under the control of the cytomegalovirus promoter (Ad-CMV-Cre) so that the biologically active NOTCH2 NICD would be expressed in the cell environment. Control cultures were transfected with an analogous vector expressing green fluorescent protein (GFP), termed Ad-CMV-GFP. RNA extracted from epiphyseal chondrocytes was examined by bulk RNA-Seq analysis. Principal component analysis revealed good segregation between control and NOTCH2 NICD-expressing samples. There were 913 ≥ log2FC1, *p* adjusted <0.05 differentially regulated genes between NICD2-expressing and control chondrocytes; 468 genes were upregulated, including *Hes1*, *Hey1*, *Hey2*, and *Heyl* and 445 were downregulated by NICD2 (Fig. 4, *A*–*D*). The 50 top dysregulated genes are shown in Figure S2 and included *Hey1*, *Hey2*, and *Heyl* demonstrating activation of canonical signaling by the NICD2. *Notch3* was increased by a log2FC 4.1 confirming the *Notch3* induction by Notch signaling observed in *Notch2*^*tm1.1Ecan*^ cells. Biological pathways analyzed by GSEA and the R Package clusterProfiler revealed inhibition of genes associated with mesenchymal and smooth muscle cell differentiation and contraction and muscle development, calcium ion transport, ERK1 and ERK2 signaling and with the activation of negative Smad signal regulation. The epithelial to mesenchymal transition, collagen metabolic processes and activation of limb development and morphogenesis were enhanced in NICD2-expressing chondrocytes (Fig. 4, *E* and *F*).

**Figure 4:**
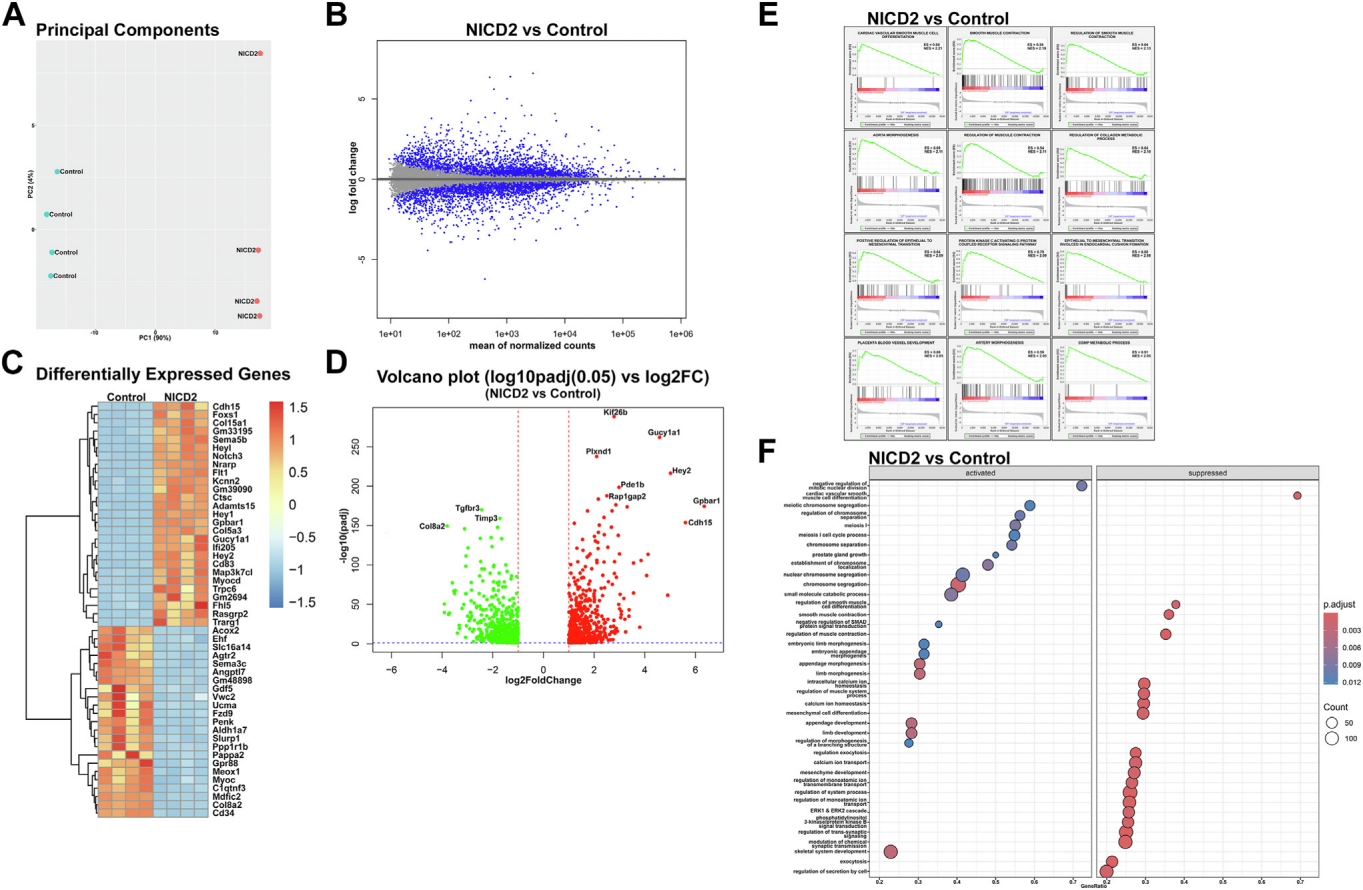
**RNA-Seq profile of NOTCH2 activated chondrocytes.** Chondrocyte-enriched cells from newborn *R26-NICD2* mice were cultured to ∼70% confluence and transfected with Ad-CMV-Cre to induce NOTCH2 NICD or Ad-CMV-GFP as a control and cultured for 24 h. Cells were collected, and total RNA was extracted and analyzed by RNA-Seq. *A*, principal component analysis of RNA-Seq technical replicates (n = 4) for NICD2 and control. *B*, differentially expressed genes as log fold change over means of normalized counts. *C*, heat map of the 50 most differentially regulated genes between NICD2 and control chondrocytes. *D*, corresponding volcano plots; log2FC, false discovery rate *p* adjusted value < 0.05 for *C* and *D*. *E*, gene set enrichment analysis of biological pathways in epiphyseal chondrocytes from activated NICD2 cells. Enrichment scores (ES) and normalized ES (NES) of pathways affected by activated NOTCH2 NICD at a false discovery rate (FDR) of <0.05 are shown. *F*, visualization of gene enrichment analysis by clusterProfiler, as a lollipop chart. Gene count and pathways affected by NICD2 at a *p* adjusted <0.05 are shown.

IPA of bulk RNA-Seq data revealed activation of the pulmonary fibrosis signaling and osteoarthritis pathway, the phagosome formation, and the role of osteoclasts in rheumatoid arthritis signaling pathway in NICD2 expressing cells (Fig. 5). A graphical summary of multiple pathways and molecules and their interactions in the context of NICD2 activation is shown in Figure 5 (lower panel). Heat maps and volcano plots of the pathways affected by the NICD2 are shown in Figure 6, and VENN diagrams revealed that a significant number of genes influenced by NOTCH2 were involved in the indicated pathways, confirming the role of NOTCH2 in signals related to inflammation.

**Figure 5:**
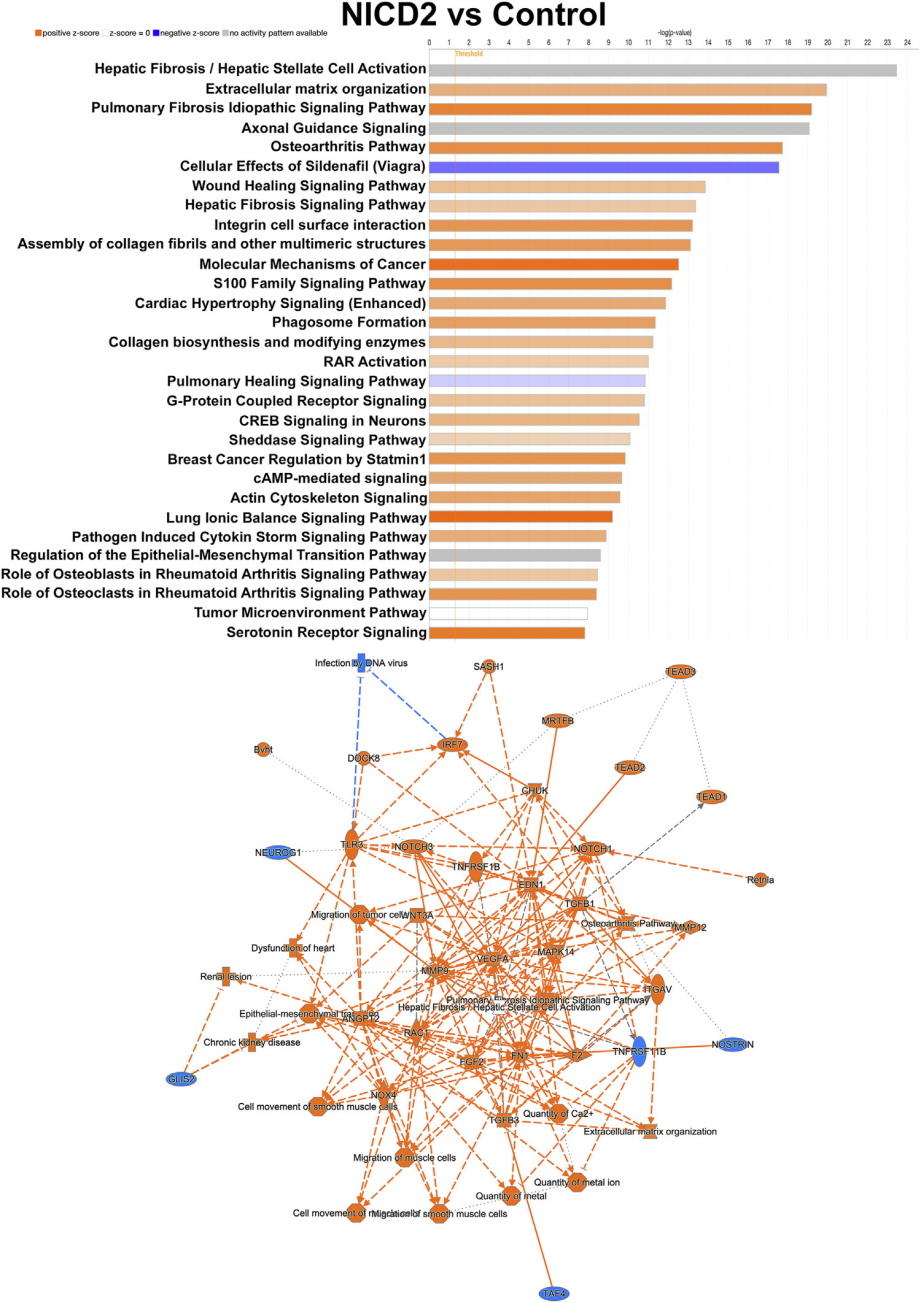
**The pulmonary fibrosis idiopathic signaling, osteoarthritis pathway, phagosome formation, and role of osteoclasts in rheumatoid arthritis are enhanced in NOTCH2 activated chondrocytes.** Chondrocytes from newborn *R26-NICD2* mice were cultured to 70% confluence and transfected with Ad-CMV-Cre (NOTCH2 activated) or Ad-CMV-GFP (control) and cultured. Cells were collected and total RNA was extracted and analyzed by RNA-Seq. Ingenuity Pathway Analysis (IPA) of canonical pathways under the genes and chemical category was performed. Genes affected by NOTCH2 at a log2FC1, *p* < 0.05, *p* adjusted of 0.1 are shown. Graphical summary of the data input showing activated (*orange*) and inhibited (*blue*) pathways. Solid lines lead to activation or inhibition, dotted lines point to inferred relationships, dashed lines to indirect, and solid lines to direct interactions.

**Figure 6:**
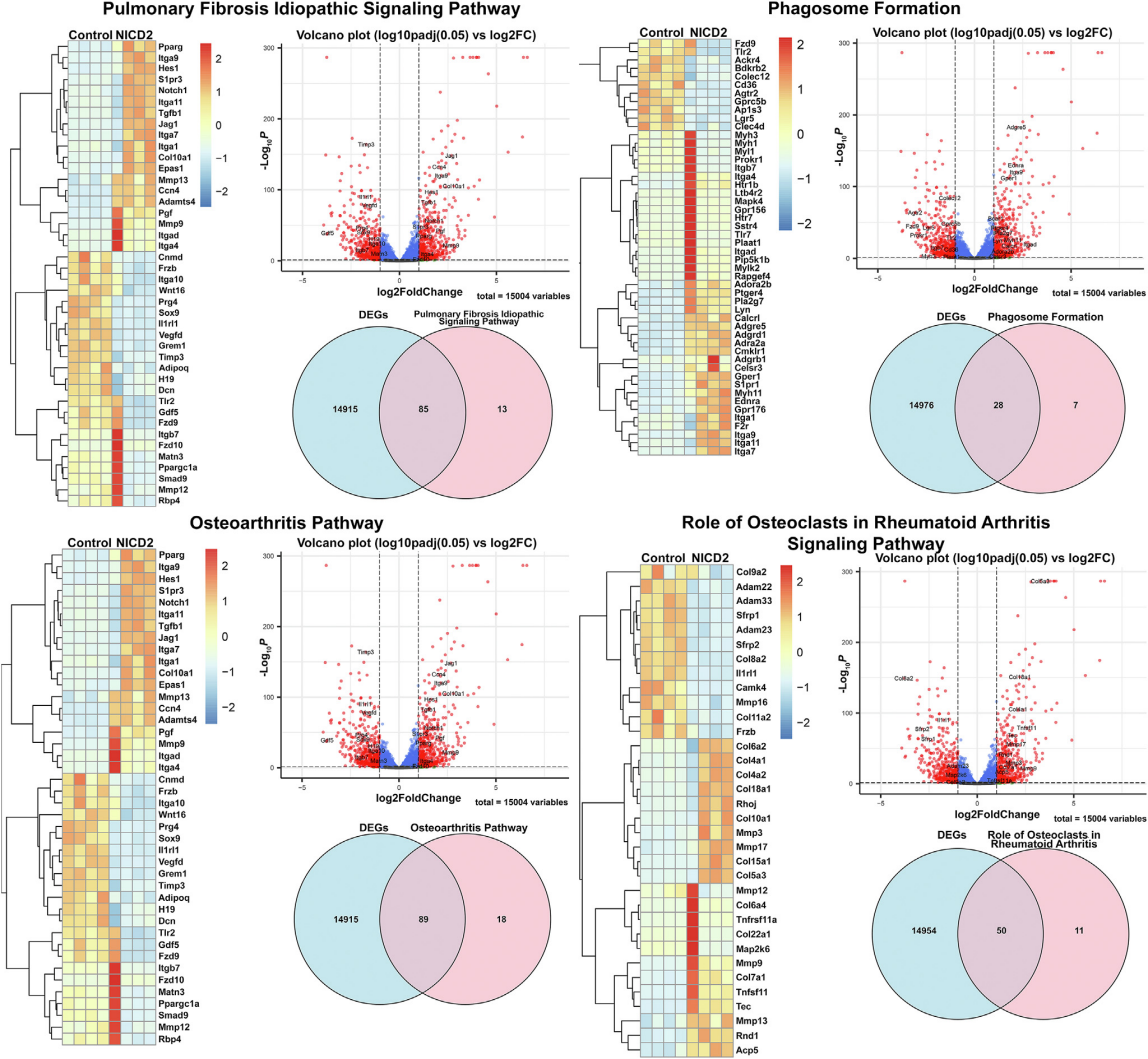
**NOTCH2 activation induces pulmonary fibrosis idiopathic signaling, the osteoarthritis pathway, phagosome formation, and the role of osteoclasts in rheumatoid arthritis pathway in chondrocytes.** Chondrocyte-enriched cells from newborn *R26-NICD2* mice were cultured to ∼70% confluence and transfected with Ad-CMV-Cre to activate NOTCH2 or Ad-CMV-GFP as a control and cultured for an additional 24 h. Cells were collected, and total RNA was extracted and analyzed by RNA-Seq. Ingenuity Pathway Analysis (IPA) of canonical pathways under the genes and chemical category was performed. Genes affected by NOTCH2 at a log2FC1, *p* < 0.05, *p* adjusted value < 0.1 are shown. Heat maps, volcano plots, and VENN diagrams of differentially expressed genes (DEG) between NICD2 and control of the individualized signaling pathways are shown.

### scRNA-Seq of epiphyseal chondrocytes from Notch2^tm1.1Ecan^ chondrocytes reveals disruption of the articular/synovial transcriptome

Epiphyseal chondrocytes from control and *Notch2*^*tm1.1Ecan*^ expressing cells were processed in a Chromium iX using a 3′ library kit (10x Genomics). 

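The data of this experiment were 1 library of cells from control mice and 1 library of cells from *Notch2* tm1.1Ecan mice, each made from 4 cultures that the authors pooled immediately before the cells were partitioned. The counts do not show which culture a cell came from. There were therefore no replicates, and differences between control and *Notch2* tm1.1Ecan cells were not tested. The 95% confidence intervals given with the values were exact (Poisson for counts, Clopper-Pearson for shares and conditional binomial for ratios) and covered counting error only. Those of UMIs took each UMI as an independent draw, so that variation between cells was not covered. The sample labels describe epiphyses of hind and fore limb long bones from mice 3 to 4 days old, and the methods of the paper describe tibial joints from 4-day-old mice. The authors deposited the count of unique molecular identifiers (UMIs) for each gene in each barcode that Cell Ranger 7.0.1 called a cell, before normalization and before the exclusion of any cell. The control library held 133107152 UMIs with a median of 15542.5 per barcode, and the *Notch2* tm1.1Ecan library held 105212884 with a median of 13285. From these counts, barcodes past the limits of the paper for mitochondrial RNA, transcripts and genes were removed. Doublets were then called by Scrublet in each library alone. Its automatic threshold marked 4 control cells and no *Notch2* tm1.1Ecan cell, which is under 0.5% of the cells. The cells with the highest doublet scores were therefore removed instead, at a rate of 0.8% for every 1000 barcodes. The cells of both libraries were clustered together from 2000 variable genes and 30 principal components, with the Leiden algorithm on a graph of shared nearest neighbours. The *Notch* receptor, *Jag1*, *Hes1* and *Hey* genes, the 11 genes that the paper names in the articular/synovial cluster and the mitochondrial genes were kept out of the clustering. Clusters were named from lists of marker genes, and a name such as articular/synovial-like refers to these rebuilt clusters, which need not hold the same cells as the clusters of the paper. Expression was calculated as the UMIs of a gene summed over the cells of a group, divided by all UMIs of those cells and multiplied by 1000000 (CPM). RNA released from broken cells was not removed, so that a few UMIs of a gene in a cluster do not show expression by its cells.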

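The control file held 8120 barcodes and the *Notch2* tm1.1Ecan file 7365. At least 1 UMI was found for 24320 genes over all control barcodes and for 23747 genes over all *Notch2* tm1.1Ecan barcodes. When a gene had to be found in at least 3 cells, the numbers were 21633 and 21000.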

An estimated 8120 control and 7365 *Notch2*^*tm1.1Ecan*^ cells were recovered representing a 75% and 69% recovery, respectively and 24,320 genes were detected in control and 24,747 in *Notch2*^*tm1.1Ecan*^ cells. Following normalization, cells with ≥10% mitochondrial RNA, <250 transcripts and >10,000 genes/cells were excluded. 

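In the control library, 275 barcodes had more than 10% mitochondrial UMIs, and in the *Notch2* tm1.1Ecan library 224 did. No barcode of either library had fewer than 250 UMIs or more than 10000 genes. These limits left 7845 control and 7141 *Notch2* tm1.1Ecan cells. The removal of doublets took a further 510 control and 421 *Notch2* tm1.1Ecan cells. The 7335 control cells kept had a median of 15563 UMIs and 4280 genes, and the 6720 *Notch2* tm1.1Ecan cells a median of 13270 UMIs and 3886 genes. When cells with more than 5% mitochondrial UMIs or fewer than 1000 genes were also removed, 6876 control and 5672 *Notch2* tm1.1Ecan cells were kept.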

Normalization and doublet filtering and exclusion reduced the number of cells to be analyzed to 7845 control and 7141 *Notch2*^*tm1.1Ecan*^ cells. 

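The lowest resolution that gave a number of clusters nearest to that of the paper was 0.9, at which the kept cells fell into 18 clusters of 29 to 2403 cells. A resolution of 0.8 gave 16 clusters, and a resolution 0.2 above the main one gave 21. A cluster of 682 cells had a median of 1010.5 UMIs per cell, whereas the medians of the other clusters were between 10904.5 and 24333. A cluster of 30 cells held *Notch2* tm1.1Ecan cells alone, so that it cannot be told from a property of that library.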

Clustering analysis of epiphyseal chondrocytes (pooled data from control and *Notch2*^*tm1.1Ecan*^ cells) using the uniform manifold approximation and projection (UMAP) non-linear dimensionality reduction algorithm, accurately distinguished 19 different cell clusters (Fig. 7, Table 1). This is consistent with clusters found in studies reporting the effect of TNFα in epiphyseal chondrocytes, sharing the same control cell population (33). 

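Among the clusters that could be named, the 3 limb mesenchyme-like clusters together held 1586 control cells, or 21.6% (20.7 to 22.6), and 990 *Notch2* tm1.1Ecan cells, or 14.7% (13.9 to 15.6). The chondrogenic-like cluster held 1160 control cells, or 15.8% (15.0 to 16.7), and 1243 *Notch2* tm1.1Ecan cells, or 18.5% (17.6 to 19.4). A cluster led by mitosis genes, named proliferating-like, held 2.52% (2.18 to 2.91) of the control and 4.49% (4.01 to 5.02) of the *Notch2* tm1.1Ecan cells. No cluster met the rule for fibroblasts, whose list in Table S1 opens with genes of mitosis that were counted as proliferation markers here, and the 10 clusters left without a name held 50.5% of the control and 53.4% of the *Notch2* tm1.1Ecan cells. The adipogenic-like cluster held 28 control and 15 *Notch2* tm1.1Ecan cells and the macrophage-like cluster 16 and 13. When every gene with a 1.5-fold difference between the libraries was left out of the clustering, the ratio of the limb mesenchyme-like shares moved from 0.681 to 0.895.

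**Figure D1:**
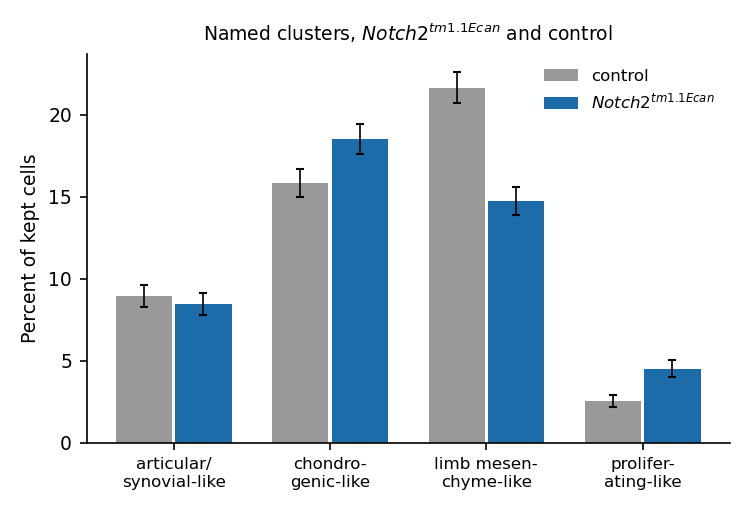
Percent of the kept control and *Notch2* tm1.1Ecan cells in the articular/synovial-like, chondrogenic-like, limb mesenchyme-like and proliferating-like clusters, with exact 95% intervals for counting error. The limb mesenchyme-like share was 21.6% in control and 14.7% in *Notch2* tm1.1Ecan cells.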

The more prevalent clusters were constituted by cells with a transcriptome profile of chondrogenic cells, limb mesenchyme and fibroblasts. 

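The cluster named articular/synovial-like had *Htra4*, *Serpinb5*, *Tnxb* and *Galnt16* among its 10 leading genes. In its cells *Prg4* was at 110 CPM against 17.6 CPM in the other cells, and *Pdgfra* at 48.9 CPM against 35.4 CPM. Both were on the marker list used to name it, so that these levels are not independent of the name. *Pdgfra* was higher in 3 other clusters, up to 81.4 CPM in a limb mesenchyme-like one, and *Prg4* was at 59.3 CPM in a cluster led by contractile genes. The articular/synovial-like cluster held 656 control cells, or 8.94% (8.30 to 9.62), and 568 *Notch2* tm1.1Ecan cells, or 8.45% (7.80 to 9.14). At these main settings the difference was within the counting error. The *Notch2* tm1.1Ecan share was nevertheless the lower under each alternative, with a ratio to the control share of 0.696 to 0.962. With 3000 variable genes the shares were 8.00% of control and 6.77% of *Notch2* tm1.1Ecan cells. The shares moved most with 20 principal components, to 7.33% of control and 5.10% of *Notch2* tm1.1Ecan cells. With the genes of a 1.5-fold difference left out of the clustering they were 8.96% and 7.95%.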

An articular/synovial cluster was identified by the expression of *Prg4* and *Pdgfra* and its cellularity was more sparse in *Notch2*^*tm1.1Ecan*^ than in control cells (Fig. 7, Tables 1 and S1). NOTCH2 was the prevalent Notch receptor and *Notch2* transcripts were detected in all cell clusters (Fig. S3). 

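The *Notch2* tm1.1Ecan mutation truncates the NOTCH2 protein, and the UMIs, which are read near the end of the transcript, were counted for the *Notch2* gene as a whole and not for each allele. *Notch2* (ENSMUSG00000027878) had 7762 UMIs in control and 6658 in *Notch2* tm1.1Ecan cells, or 64.4 (63.0 to 65.9) and 70.1 (68.5 to 71.8) CPM, a ratio of 1.09 (1.05 to 1.12). With the mean over cells of their own CPM in place of the sum, the ratio was 1.13. Of the UMIs of the 4 *Notch* receptor genes, 84.7% (84.0 to 85.4) were of *Notch2* in control and 76.4% (75.5 to 77.3) in *Notch2* tm1.1Ecan cells. *Notch2* UMIs were found in all 18 clusters. The lowest value was in the 18 control cells of a cluster led by *Zfp536*, *Foxd3* and *Sox10*, where 4 UMIs gave 12.1 CPM, and the highest, 129 CPM, was in 39 control cells led by genes of striated muscle.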

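*Notch1* (ENSMUSG00000026923) was at 8.77 (8.24 to 9.31) CPM in control and 14.4 (13.6 to 15.1) CPM in *Notch2* tm1.1Ecan cells. *Notch3* (ENSMUSG00000038146) was at 2.37 (2.11 to 2.67) CPM in control and 6.79 (6.28 to 7.34) CPM in *Notch2* tm1.1Ecan cells, a ratio of 2.86 (2.49 to 3.30). *Notch4* (ENSMUSG00000015468) was at 0.490 (0.373 to 0.632) and 0.516 (0.382 to 0.682) CPM, from 59 and 49 UMIs, and a difference was not detectable at this depth.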

*Notch1* was detected but only low levels of *Notch3* and *Notch4* expression were found. 

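*Hes1* (ENSMUSG00000022528) was at 145 (143 to 147) CPM in control and 135 (133 to 137) CPM in *Notch2* tm1.1Ecan cells, a ratio of 0.930 (0.909 to 0.951). Its UMIs were found in all 18 clusters, down to 1 UMI in 16 control cells of the macrophage-like cluster. *Hey1* (ENSMUSG00000040289) was at 2.32 (2.06 to 2.61) and 3.97 (3.58 to 4.39) CPM, a ratio of 1.71. *Hey2* (ENSMUSG00000019789) had 26 UMIs in control and 42 in *Notch2* tm1.1Ecan cells, which gave a ratio of 2.05 (1.23 to 3.48). *Heyl* (ENSMUSG00000032744) had 33 and 159 UMIs, or 0.274 and 1.67 CPM, and its ratio was 6.11 (4.18 to 9.19). *Jag1* (ENSMUSG00000027276) rose from 11.3 to 21.2 CPM, a ratio of 1.88 (1.75 to 2.02).

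**Figure D2:**
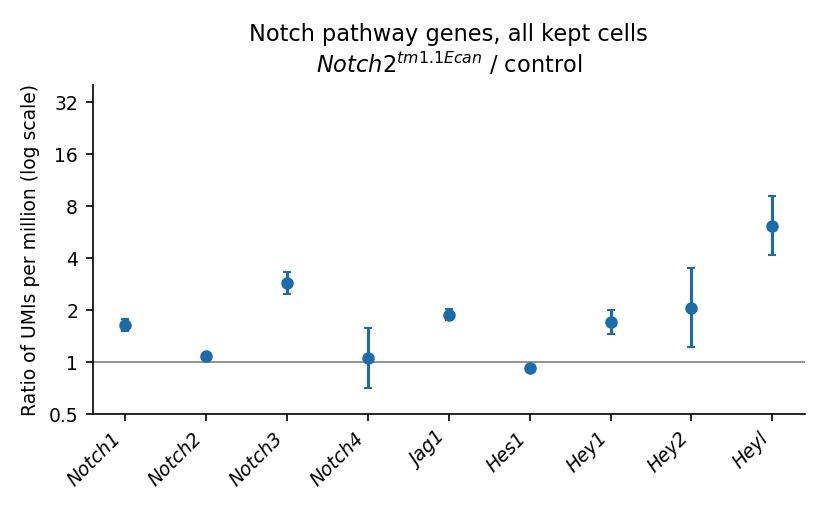
Ratio of CPM in *Notch2* tm1.1Ecan to control cells, on a log scale, for 9 genes of the Notch pathway, with exact 95% intervals for counting error. *Hes1* lies at 0.930 and *Heyl* at 6.11.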

The canonical Notch target gene *Hes1* was present in all cell clusters, and its level of expression was substantially higher than that of *Hey1*, *Hey2* and *Heyl* (Fig. S3). There was a modest effect of the *Notch2*^*tm1.1can*^ mutation on cluster distribution and on the expression of gene profiles used to classify the 19 cell clusters (Fig. 7, Tables 1 and S2).

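For the 2 libraries to have had the same distribution over the 18 clusters, 16.7% of the cells of 1 library would have had to be in another cluster. This share was between 13.7%, with each gene centred within its library, and 18.5%, with 20 principal components. The largest difference was in the limb mesenchyme-like cluster that had *Steap4* and *Egfl6* among its leading genes, with 12.7% of the control and 7.22% of the *Notch2* tm1.1Ecan cells. A cluster led by contractile genes such as *Myh11*, *Actg2* and *Tagln* held 255 control cells, or 3.48% (3.07 to 3.92), and 589 *Notch2* tm1.1Ecan cells, or 8.76% (8.10 to 9.47). The cluster with few UMIs per cell held 2.99% of the control and 6.89% of the *Notch2* tm1.1Ecan cells.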

**Figure 7:**
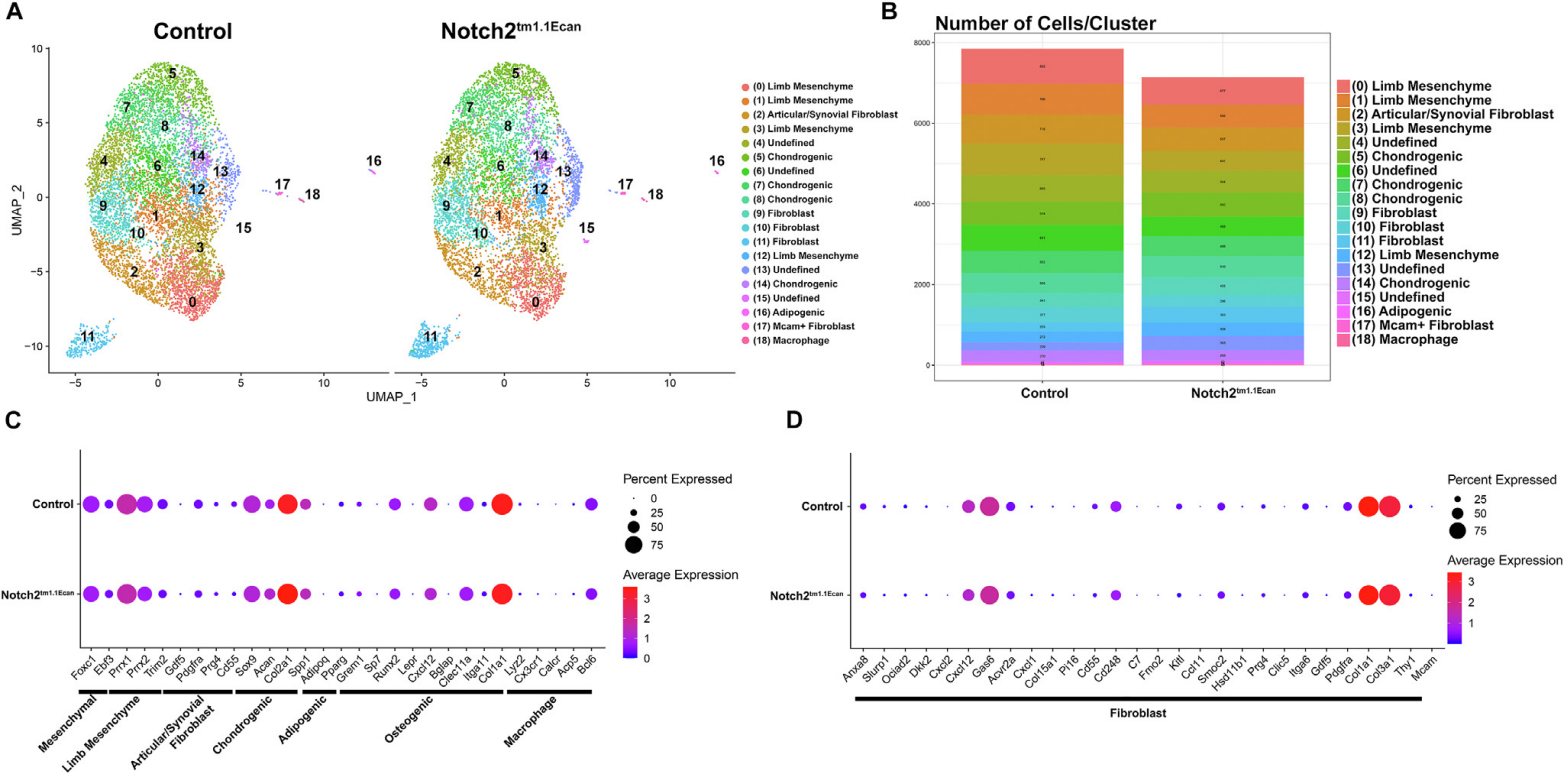
**Uniform manifold approximation and projection (UMAP) for dimension reduction of scRNA-Seq data of epiphyseal chondrocytes from *Notch2*^*tm1.1Ecan*^ and control newborn mice reveal modest alterations in cell clusters.***A*, UMAP visualization of 19 cell clusters of normalized independent data from epiphyseal chondrocytes from *Notch2*^*tm1.1Ecan*^ and control littermate newborn mice cultured to confluence. *B*, bar graph demonstrates the cell distribution present in each individual cluster from *Notch2*^*tm1.1Ecan*^ and control cells. Dot plot displaying the differential expression of genes in control and in *Notch2*^*tm1.1Ecan*^ cells associated in (*C*) with mesenchymal cells, limb mesenchyme articular/synovial, chondrogenic, adipogenic and osteogenic cells and macrophages, and in (*D*) with fibroblast cell clusters present in epiphyseal chondrocytes. *Red* denotes higher and blue denotes lower than average expression, and the size of the circle represents the percentage of cells expressing each gene. The control culture used for the UMAP visualization was shared with a study on the effect of TNFα in chondrocytes (33).

**Table 1:** Cell cluster distribution of epiphyseal chondrocytes from control and *Notch2*^*tm1.1Ecan*^ mice

A.	Cell number/Cluster		% Cell/Cluster		Cluster percent		Cluster total
Cluster	Control	*Notch2*^*tm1.1Ecan*^	Control	*Notch2*^*tm1.1Ecan*^	Control	*Notch2*^*tm1.1Ecan*^	
Limb mesenchyme	862	677	10.99%	9.48%	5.75%	4.52%	10.27%
Limb mesenchyme	766	566	9.76%	7.93%	5.11%	3.78%	8.89%
Articular/Synovial	716	587	9.13%	8.22%	4.78%	3.92%	8.69%
Limb mesenchyme	787	491	10.03%	6.88%	5.25%	3.28%	8.53%
Undefined	665	544	8.48%	7.62%	4.44%	3.63%	8.07%
Chondrogenic	574	592	7.32%	8.29%	3.83%	3.95%	7.78%
Undefined	641	489	8.17%	6.85%	4.28%	3.26%	7.54%
Chondrogenic	552	495	7.04%	6.93%	3.68%	3.30%	6.99%
Chondrogenic	503	510	6.41%	7.14%	3.36%	3.40%	6.76%
Fibroblast	341	455	4.35%	6.37%	2.28%	3.04%	5.31%
Fibroblast	377	296	4.81%	4.15%	2.52%	1.98%	4.49%
Fibroblast	223	383	2.84%	5.36%	1.49%	2.56%	4.04%
Limb bud	272	328	3.47%	4.59%	1.82%	2.19%	4.00%
Undefined	209	353	2.66%	4.94%	1.39%	2.36%	3.75%
Chondrogenic	270	263	3.44%	3.68%	1.80%	1.75%	3.56%
Undefined	27	63	0.34%	0.88%	0.18%	0.42%	0.60%
Adipogenic	27	15	0.34%	0.21%	0.18%	0.10%	0.28%
Mcam + Fibroblast	18	21	0.23%	0.29%	0.12%	0.14%	0.26%
Macrophage	15	13	0.19%	0.18%	0.10%	0.09%	0.19%
Total	7845	7141			52.35%	47.65%	100.00%

Epiphyseal chondrocytes from *Notch2^tm1.1Ecan^* and control littermates were cultured to confluence. RNA-Seq data were aligned to the mouse genome and gene and cell counting and cluster distribution were performed using Cell Ranger and Seurat after normalization. Cell number/cluster, % cells/cluster and cluster percent distribution are shown for epiphyseal chondrocytes from control and experimental cells.

Pseudotime trajectory findings were constructed with Monocle 3 and used to predict the differentiation trajectory among clusters present in epiphyseal chondrocytes. Monocle 3 defines the trajectories and performs the pseudotime analysis applying an algorithm to learn the sequence of gene expression changes placing each cell at its proper position in the trajectory. The differential analysis toolkit was used to find genes that change as a function of pseudotime. Branched trajectories correspond to cellular “decisions” and were analyzed in the trajectories of control and experimental cultures. 

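Monocle 3 was not available, and its graph was approximated. The cells of both libraries were placed on 1 UMAP with 100 k-means centres, the centres were joined by a minimum spanning tree for each library alone, and pseudotime was the distance along the tree from the root, in percent of the maximum of that library. With the root among the articular/synovial-like cells, these cells of the control library had a median pseudotime of 11.4% with quartiles of 3.79% and 59.8%, and all control cells had a median of 55.4%. Of the 656 articular/synovial-like control cells, 30.2% (26.7 to 33.9) lay beyond 50% of the maximum, and their centres formed 2 separate pieces of the tree. The share beyond 50% was 44.7% with 200 centres and 20.1% with a tree on the 30 components. The median of the articular/synovial-like control cells was 47.2% with 50 centres, 49.1% with 200 centres and 23.7% with a tree on the 30 components. Under the other settings of the tree it was between 8.05%, with UMAP seed 2, and 15.0%, with the root at the second centre. With the root among the chondrogenic-like cells, the articular/synovial-like control cells had a median of 56.5%.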

Pseudotime trajectory analysis selecting clusters expressing articular/synovial fibroblasts or chondrogenic cells as a root node revealed an association and good progression among the clusters from control cells (Fig. 8). In contrast, the articular/synovial fibroblast cluster from *Notch2*^*tm1.1Ecan*^ cells was fragmented, indicating an interruption of the ordinate cluster progression. 

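The articular/synovial-like *Notch2* tm1.1Ecan cells had a median pseudotime of 12.5% with quartiles of 8.49% and 27.9% when the root was among them, and 9.86% (7.53 to 12.6) of the 568 cells lay beyond 50% of the maximum. Under the other settings of the tree their median was between 5.13%, with UMAP seed 1, and 11.2%, with 1 tree on the 2 libraries together. Their centres formed 3 separate pieces of the tree. The share beyond 50% depended on the random seed of the UMAP, being 0.528% with seed 1 and 26.8% with seed 2, and the number of pieces was between 1, with 50 centres, and 5, with 200 centres. With the root among the chondrogenic-like cells, the median was 51.9%, below that of the control cells, but the order of the 2 medians was reversed under 5 of the other settings, as with UMAP seed 1, at 43.9% in control and 64.9% in *Notch2* tm1.1Ecan cells. From the fragmentation of this cluster in the Monocle 3 trajectories of Fig. 8, the paper reasons that the ordered progression among clusters was interrupted in *Notch2* tm1.1Ecan cells.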

IPA of canonical pathways conducted in the articular/synovial cell cluster revealed greater enhancement in the osteoarthritis pathways in cells from *Notch2*^*tm1.1Ecan*^ mice (Fig. S4). Gene analysis of the 50 mostly expressed genes in the articular/synovial cluster from *Notch2*^*tm1.1Ecan*^ cultures revealed that *Pla1a*, *Pla2g2e* and *Dpt* were upregulated ≥25% and *Clec3b*, *Dpp4*, *Agtr2*, *Pdzk1p1*, *Col6a6*, *Cd55*, *Adgrd1* and *Xdh* were downregulated ≥25% and these genes have been associated with inflammatory conditions (Table S3) (35, 36, 37, 38).

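In the articular/synovial-like cells, *Dpt* (ENSMUSG00000026574) was at 96.3 CPM in control and 137 CPM in *Notch2* tm1.1Ecan cells, a change of 42.5% (ratio 1.42, 1.31 to 1.56). The change of *Pla2g2e* (ENSMUSG00000028751) was 24.8%, from 104 and 101 UMIs (ratio 1.25, 0.939 to 1.66), and that of *Pla1a* (ENSMUSG00000002847) 7.14% (ratio 1.07, 0.939 to 1.22), and for both a difference was not detectable at this depth. *Clec3b* (ENSMUSG00000025784) was at 449 CPM in control and 245 CPM in *Notch2* tm1.1Ecan cells, a ratio of 0.546 (0.517 to 0.576), and *Cd55* (ENSMUSG00000026399) at 231 and 105 CPM, a ratio of 0.457 (0.422 to 0.495). The other genes had lower counts, with ratios of 0.687 for *Dpp4*, 0.636 for *Agtr2*, 0.665 for *Pdzk1ip1*, 0.495 for *Col6a6*, 0.553 for *Adgrd1* and 0.458 for *Xdh*, and each of their intervals lay below 1. Thus 9 of the 11 genes changed by more than 25% in the direction that the paper states, and 9 or 10 did under each alternative. *Pla2g2e* passed 25% under 13 of the 15 alternatives set in advance, with a ratio of up to 1.47 at 20 principal components, and *Pla1a* under none. *Dpp4* passed it under 12 of them (ratio 0.868 at 20 principal components) and *Col6a6* under 14 (ratio 0.756 with the mean over cells of their own CPM). In the other cells the 8 genes with a ratio below 1 had ratios of 0.426 for *Col6a6* to 0.728 for *Xdh*, except *Adgrd1*, at 1.35. In those cells the ratio of *Pla1a* was 2.14. By the size of the ratio alone, the genes with at least 200 UMIs that rose most in the articular/synovial-like *Notch2* tm1.1Ecan cells were *Pag1* (3.05), *Kif26b* (2.72), *Eln* (2.64), *Ednra* (2.24) and *Col27a1* (2.20). Those that fell most were *Fgf10* (0.264), *F13a1* (0.358), *Ifi204* (0.374), *Grem1* (0.409) and *Egfl6* (0.412). Of these, 4 moved by more than 1.5 times, *F13a1* to 0.930 and *Grem1* to 0.243 with the stricter cell filter, *Egfl6* to 0.267 with 20 principal components and *Kif26b* to 4.16 with each gene centred within its library.

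**Figure D3:**
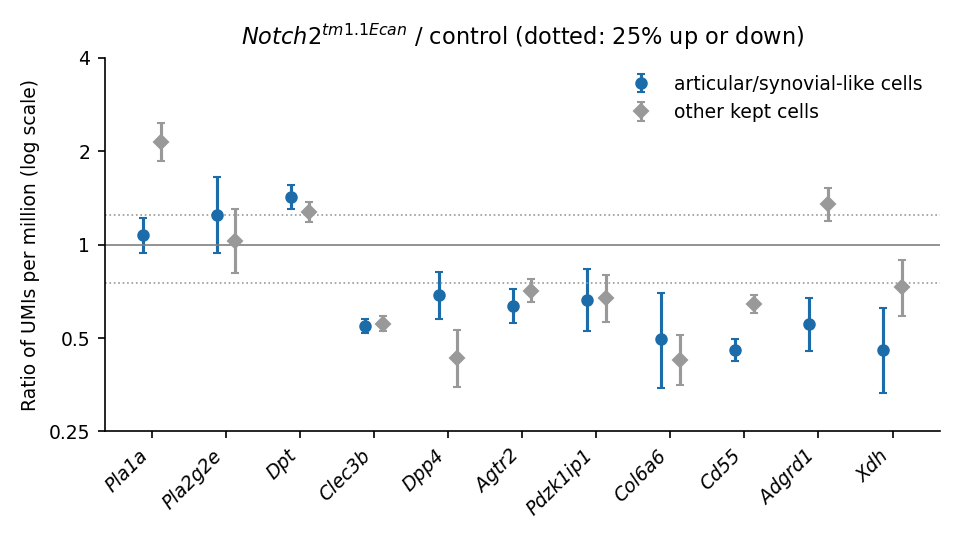
Ratio of CPM in *Notch2* tm1.1Ecan to control cells, on a log scale, for the 11 genes in the articular/synovial-like cells and in the other kept cells, with exact 95% intervals for counting error and dotted lines at a change of 25%. *Cd55* lies at 0.457 in the articular/synovial-like cells, and *Pla1a* at 1.07 in these and 2.14 in the other cells.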

**Figure 8:**
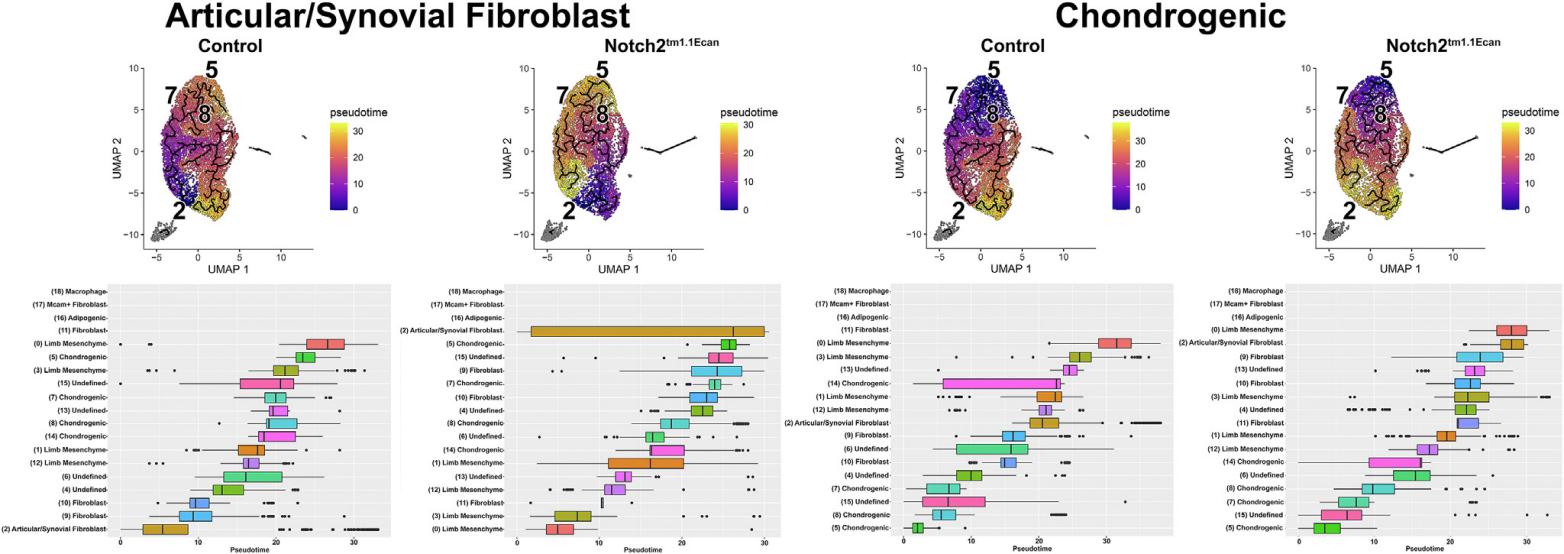
**Trajectory and pseudotime analysis reveal that the progression of articular/synovial fibroblasts is disrupted in epiphyseal chondrocytes from *Notch2*^*tm1.1Ecan*^ mice.** Pseudotime analysis of 19 cellular clusters from *Notch2*^*tm1.1Ecan*^ and control chondrocytes identified by uniform manifold approximation and projection (UMAP). On the *left*, using the articular/synovial fibroblast cluster and on the *right* using the chondrogenic cluster as a root node. An alternative visualization of pseudotime as a progression boxplot of pseudotime values is shown. The control culture used for the UMAP visualization and pseudotime analysis was shared with a study on the effect of TNFα in chondrocytes (33).

### scRNA-Req of epiphyseal chondrocytes from NICD2-expressing cells reveals modest alterations in cluster distribution and progression

Epiphyseal chondrocytes from *R26-NICD2* transfected with Ad-CMV-GFP (control) or Ad-CMV-Cre (NICD2-expressing) cells were processed in a Chromium iX using a 3′ library kit. 

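The data of this experiment were 1 library of cells infected with Ad-CMV-GFP and 1 library of cells infected with Ad-CMV-Cre, each from 4 pooled cultures. The methods of the paper describe infection overnight at a multiplicity of infection of 300 to 600 and a recovery of 24 h, and the sample labels give 24 h of infection and 24 h of recovery. The label of the Ad-CMV-GFP sample gives the genotype as wild type, whereas the paper describes *R26-NICD2* cells, and the paper was followed. The authors deposited the count of UMIs for each gene and barcode from Cell Ranger 8.0.1, a later version than in the experiment with the germline mutation. The Ad-CMV-GFP library held 248007147 UMIs with a median of 22017 per barcode, and the NICD2 library held 236033775 with a median of 20903. The cells were filtered, clustered and named in the way given for the germline mutation. The automatic threshold of Scrublet marked 4 control cells and 1523 NICD2 cells, so that it was kept for the NICD2 library alone. The libraries of the 2 experiments were never clustered together.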

An estimated 10,049 control and 10,077 NICD2-expressing cells were recovered, representing an ∼60% recovery and 25,581 and 25,468 genes in control and NICD2-expressing cells detected. 

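At least 1 UMI was found for 25581 genes over the 10049 barcodes of the control library and for 25468 genes over the 10077 barcodes of the NICD2 library. In at least 3 cells, 23156 and 23050 genes were found.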

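In the control library 53 barcodes had more than 10% mitochondrial UMIs and 1 had more than 10000 genes, which left 9995 cells. In the NICD2 library 73 and 3 barcodes were past these limits, which left 10001 cells. The removal of doublets took 804 control cells (8.04%) and 1523 NICD2 cells (15.2%), and 9191 control and 8478 NICD2 cells were kept, with medians of 21673 and 20292 UMIs and of 5181 and 5006 genes. When doublets were removed from the NICD2 library at the rate used for the other libraries, which was chosen after the data were examined, 9195 NICD2 cells were kept.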

Following normalization, using the same criteria described for *Notch2*^*tm1.1Ecan*^ and control cells, the number of cells analyzed was reduced to 9957 control and 9924 NICD2-expressing cells (Table 2). 

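The kept cells fell into 17 clusters of 8 to 2925 cells at a resolution of 0.9. With 50 principal components there were 18 clusters, and at a resolution of 0.8 there were 15. A cluster of 953 cells held 894 NICD2 cells and 59 control cells, so that it cannot be told from a property of the NICD2 library.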

Cluster analysis of epiphyseal chondrocytes (pooled data from control and NICD2-expressing cells) using the UMAP linear dimensional reduction algorithm, identified 17 different cell clusters (Fig. 9, Table 2). NOTCH2 was the prevalent Notch receptor and *Hes1* the prevalent target gene detected in the various clusters and there was greater expression of *Notch2* and of the Notch target genes *Hes1*, *Hey1*, *Hey2* and *Heyl* in NICD2-expressing than in control cells (Fig. S3), confirming activation of Notch signaling. 

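*Notch2* had 10282 UMIs in control and 10287 in NICD2-expressing cells, or 46.8 (45.9 to 47.7) and 54.5 (53.4 to 55.6) CPM, a ratio of 1.17 (1.13 to 1.20). The transgene encodes the intracellular domain of NOTCH2, and how its UMIs were assigned to the *Notch2* gene is not known from the counts. Of the UMIs of the 4 receptor genes, 75.8% (75.1 to 76.5) were of *Notch2* in control and 56.8% (56.1 to 57.6) in NICD2-expressing cells. *Hes1* was at 16.3 (15.7 to 16.8) CPM in control and 71.4 (70.2 to 72.6) CPM in NICD2-expressing cells, a ratio of 4.38 (4.22 to 4.55). *Hey1* rose from 0.805 to 5.36 CPM, a ratio of 6.65 (5.67 to 7.85), and *Heyl* from 0.750 to 5.70 CPM, a ratio of 7.60 (6.45 to 9.01). *Hey2* had 22 UMIs in control and 388 in NICD2-expressing cells, and its ratio was 20.5 (13.4 to 33.2). The ratios of *Notch1*, *Notch3* and *Jag1* were 2.35 (2.23 to 2.48), 3.89 (3.62 to 4.18) and 2.94 (2.82 to 3.05). That of *Notch4* was 0.971 (0.712 to 1.32), from 96 and 80 UMIs. With the mean over cells of their own CPM, the ratio of *Jag1* moved to 2.72. From the higher level of the target genes, the paper concludes that Notch signaling was activated.

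**Figure D4:**
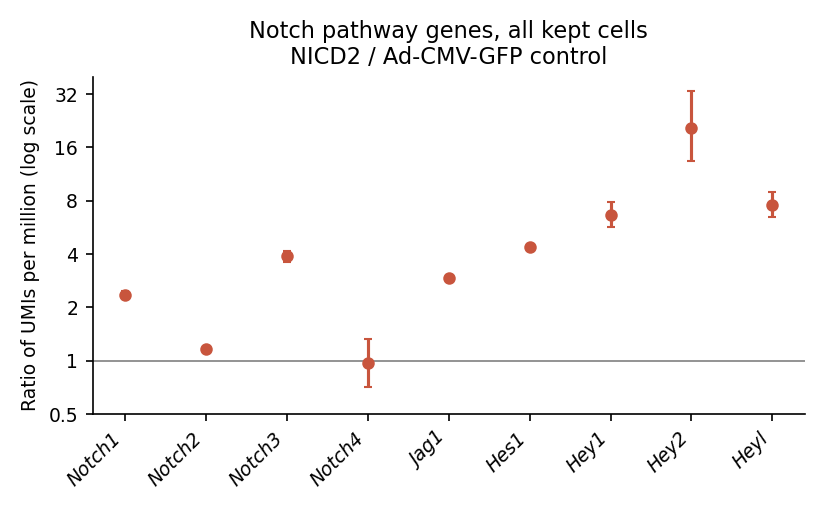
Ratio of CPM in NICD2-expressing to Ad-CMV-GFP control cells, on a log scale, for 9 genes of the Notch pathway, with exact 95% intervals for counting error. *Hey2* lies at 20.5 and *Notch4* at 0.971.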

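A chondrogenic-like cluster held 530 control cells, or 5.77% (5.30 to 6.26), and 334 NICD2-expressing cells, or 3.94% (3.54 to 4.38). These shares were 3.06% and 1.96% with 3000 variable genes, and 3.51% and 2.36% with the 1.5-fold genes left out. The ratio of the chondrogenic-like shares was between 0.577 and 0.775 over the alternatives. A limb mesenchyme-like cluster held 1393 control cells, or 15.2% (14.4 to 15.9), and 1092 NICD2-expressing cells, or 12.9% (12.2 to 13.6), a ratio of 0.850 that passed 1 under 7 alternatives, reaching 1.05 with the reported genes left in the clustering. The articular/synovial-like cluster, with *Htra4*, *Serpinb5* and *Tspan15* among its 10 leading genes, held 452 control cells, or 4.92% (4.48 to 5.38), and 300 NICD2-expressing cells, or 3.54% (3.16 to 3.95). The ratio of its shares was 0.720, and 0.562 with 3000 variable genes. The osteogenic-like cluster, in which 3 chondrogenic markers were also 2-fold higher than in the other cells, held 7.05% of the control and 7.08% of the NICD2-expressing cells. No cluster met the rule for fibroblasts, whose list had no genes of mitosis here, and 9 clusters without a name held 60.1% and 62.2%.

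**Figure D5:**
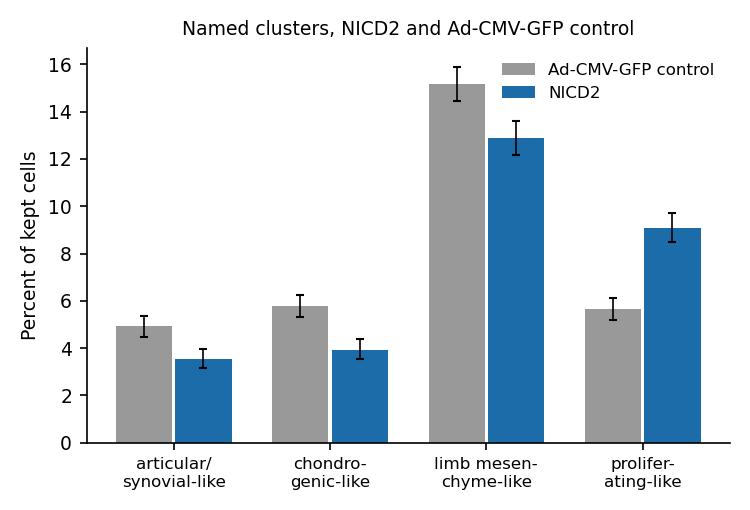
Percent of the kept Ad-CMV-GFP control and NICD2-expressing cells in the articular/synovial-like, chondrogenic-like, limb mesenchyme-like and proliferating-like clusters, with exact 95% intervals for counting error. The proliferating-like share was 5.65% in control and 9.08% in NICD2-expressing cells.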

Selected clusters were constituted by cells with a transcriptome profile of chondrogenic cells, limb mesenchyme, and articular/synovial cells, although the more prevalent clusters exhibited a gene profile associated with fibroblasts (Tables 2 and S4). UMAP linear dimensional reduction did not reveal substantial differences in cluster distribution between control and NICD2-expressing cells (Fig. 10, Tables 2 and S5).

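For the control and NICD2 libraries to have had the same distribution over the 17 clusters, 16.7% of the cells of 1 library would have had to be in another cluster. This share fell to 5.38% when each gene was centred within its library. With the genes of a 1.5-fold difference between the libraries left out of the clustering, it was 6.68%. Ordinary choices also lowered it, to 8.27% at a resolution of 0.8 and 8.75% with 50 principal components. With doublets removed at an equal rate in all libraries, an alternative chosen after the data were examined, it was 7.65%. It rose to 21.0% with 20 principal components and to 19.3% at a resolution 0.2 above the main one. The largest difference was in the cluster of mostly NICD2 cells, with 0.642% (0.489 to 0.827) of the control and 10.5% (9.90 to 11.2) of the NICD2-expressing cells. The next largest was in a cluster without a name that held 16.2% of the control and 9.80% of the NICD2-expressing cells. The 2 proliferating-like clusters together held 5.65% (5.18 to 6.14) and 9.08% (8.48 to 9.71).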

**Table 2:** Cell cluster distribution of epiphyseal chondrocytes from control and NICD2-expressing cells

B.	Cell number/Cluster		% Cell/Cluster		Cluster percent		Cluster total
Cluster	Control	NICD2	Control	NICD2	Control	NICD2	
Undefined	1136	1001	11.4%	10.1%	5.71%	5.03%	10.75%
Fibroblast	1056	1030	10.6%	10.4%	5.31%	5.18%	10.49%
Fibroblast	898	967	9.0%	9.7%	4.52%	4.86%	9.38%
Limb bud	848	819	8.5%	8.3%	4.27%	4.12%	8.38%
Fibroblast	801	859	8.0%	8.7%	4.03%	4.32%	8.35%
Undefined	718	751	7.2%	7.6%	3.61%	3.78%	7.39%
Chondrogenic	766	662	7.7%	6.7%	3.85%	3.33%	7.18%
Undefined	704	693	7.1%	7.0%	3.54%	3.49%	7.03%
Undefined	656	635	6.6%	6.4%	3.30%	3.19%	6.49%
Fibroblast?	414	635	4.2%	6.4%	2.08%	3.19%	5.28%
Articular/synovial	582	445	5.8%	4.5%	2.93%	2.24%	5.17%
Fibroblast	434	447	4.4%	4.5%	2.18%	2.25%	4.43%
Chondrogenic	424	325	4.3%	3.3%	2.13%	1.63%	3.77%
Fibroblast?	298	451	3.0%	4.5%	1.50%	2.27%	3.77%
Adipogenic	132	113	1.3%	1.1%	0.66%	0.57%	1.23%
Mcam + Fibroblast	57	59	0.6%	0.6%	0.29%	0.30%	0.58%
Macrophage	33	32	0.3%	0.3%	0.17%	0.16%	0.33%
Total	9957	9924			50.08%	49.92%	100.00%

Epiphyseal chondrocytes from *R26-NICD2* mice were cultured to 70% confluence and transfected with Ad-CMV-Cre (expressing NICD2) and Ad-CMV-GFP (control) and cultured for an additional 24-48 h period. RNA-Seq data were aligned to the mouse genome and gene and cell counting and cluster distribution were performed using Cell Ranger and Seurat after normalization. Cell number/cluster, % cells/cluster and cluster percent distribution are shown for epiphyseal chondrocytes from control and experimental cells.

**Figure 9:**
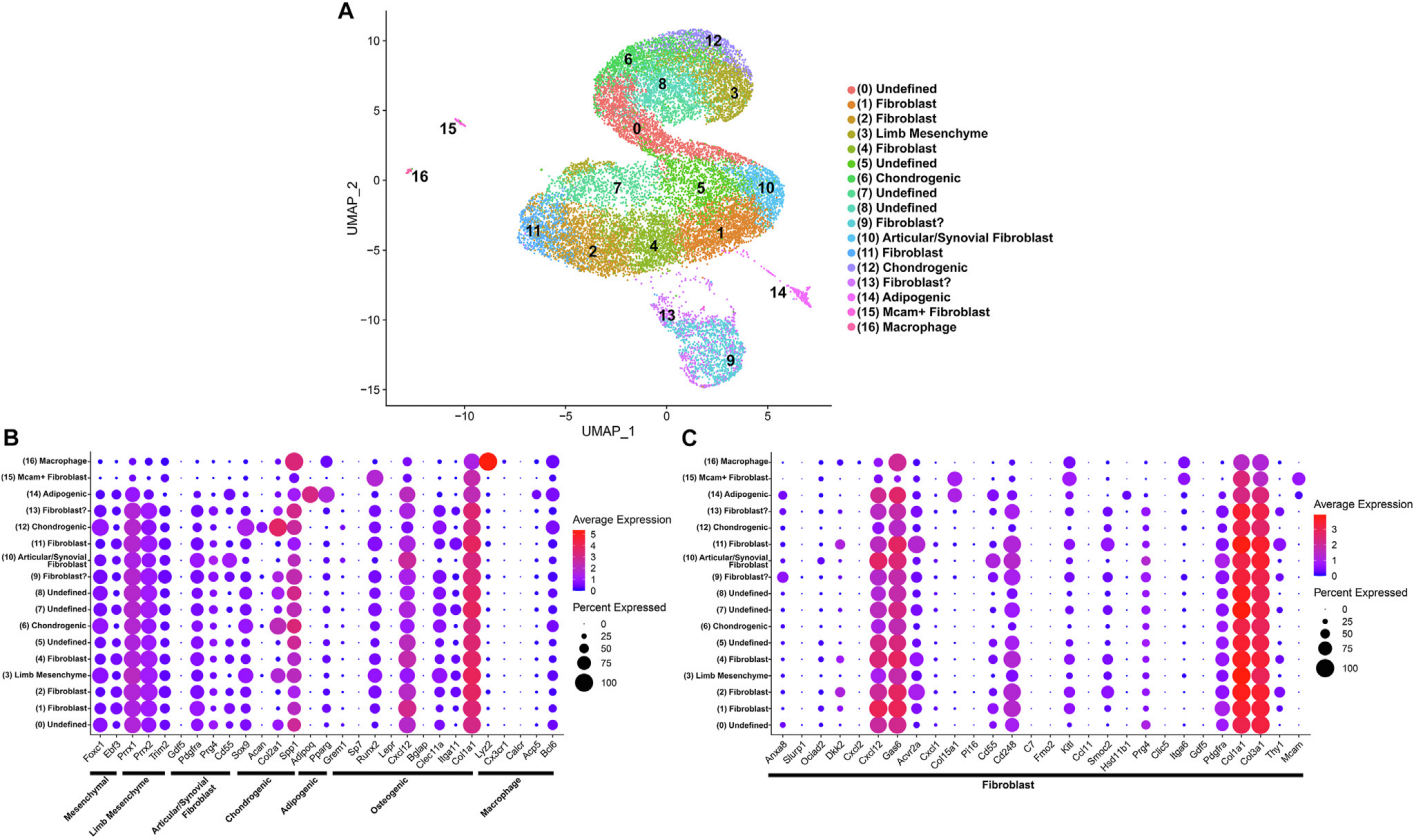
**Uniform manifold approximation and projection (UMAP) for dimension reduction of scRNA-Seq data of control and NOTCH2 activated epiphyseal chondrocytes from newborn mice identify cell clusters.***A*, UMAP visualization of cell clusters of normalized pooled data from epiphyseal chondrocytes from newborn *R26-NICD2* mice cultured to ∼70% confluence and transfected with either Ad-CMV-Cre (NOTCH2 activation) or Ad-CMV-GFP (control) and cultured for an additional 24-48 h. Dot plot displaying the expression of genes (*B*) associated with mesenchymal cells, limb mesenchyme, articular/synovial cells, chondrogenic, adipogenic, and osteogenic cells and macrophages and (*C*) associated with fibroblasts both in 17 cellular clusters from epiphyseal chondrocytes from newborn mice identified by UMAP. *Red* denotes higher and *blue* denotes lower than average expression, and the size of the circle represents the percentage of cells expressing each gene.

**Figure 10:**
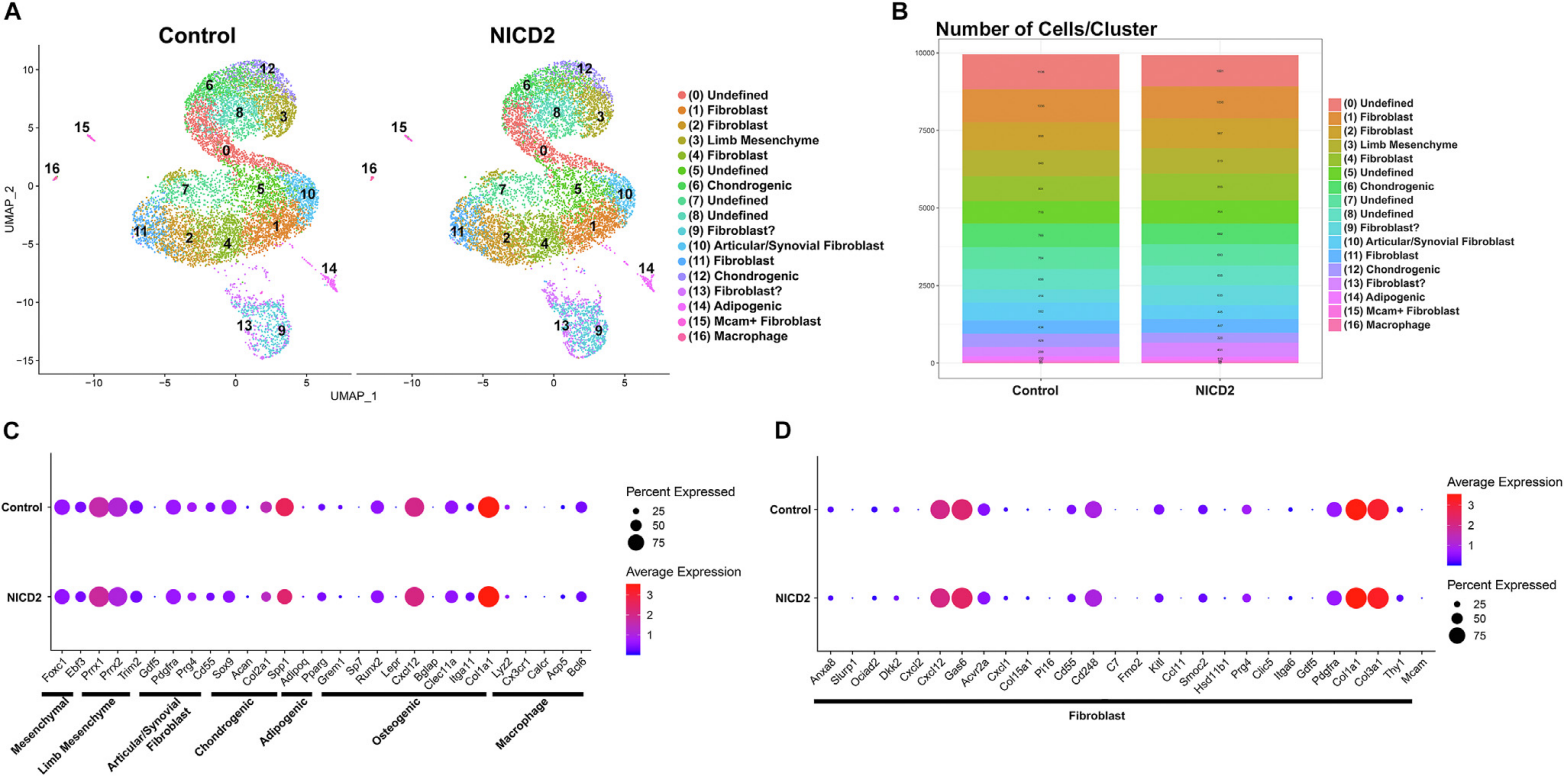
**Uniform manifold approximation and projection (UMAP) for dimension reduction of scRNA-Seq data reveals no differences in cell clusters from control and NOTCH2 activated epiphyseal chondrocytes from newborn mice.***A*, UMAP visualization of cell clusters of normalized independent data from epiphyseal chondrocytes from newborn *R26-NICD2* mice cultured to ∼70% confluence and transfected with either Ad-CMV-Cre (NOTCH2 activation) or Ad-CMV-GFP (control) and cultured for an additional 24-48 h. *B*, bar graph demonstrating the cell distribution present in each individual cluster from control and NICD2-expressing cells. Dot plot displaying the expression of genes associated (*C*) with mesenchymal cells, limb mesenchyme, articular/synovial cells, chondrogenic, adipogenic and osteogenic cells and macrophages, and (*D*) with fibroblasts in 17 cellular clusters from epiphyseal chondrocytes from newborn mice identified by UMAP. *Red* denotes higher and *blue* denotes lower than average expression, and the size of the circle represents the percentage of cells expressing each gene.

Pseudotime trajectory findings, constructed with Monocle 3, were conducted selecting the articular/synovial fibroblasts or the chondrogenic cluster as a root node. In accordance with the results in control and *Notch2*^*tm1.1Ecan*^ cells, it demonstrated an association between clusters and good progression among the clusters from control cells (Fig. 11). In contrast to results obtained with *Notch2*^*tm1.1Ecan*^ cells, the expression of the NICD2 did not alter the pseudotime trajectory of articular/synovial fibroblasts although it modified the trajectory of an indeterminate or ill-identified cluster (Fig. 11). 

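With the approximate tree and the root among the articular/synovial-like cells, these control cells had a median pseudotime of 3.21% of the maximum with quartiles of 0% and 9.78%, against a median of 31.9% for all control cells. Of the 452 cells, 2 lay beyond 50% of the maximum, or 0.442% (0.0536 to 1.59), and their centres formed 2 pieces of the tree. With the root among the chondrogenic-like cells, their median was 31.1%.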

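The articular/synovial-like NICD2-expressing cells had a median pseudotime of 3.34% of the maximum with quartiles of 3.21% and 16.4%, and none of the 300 cells lay beyond 50% (interval up to 1.22%). Their centres also formed 2 pieces of the tree. With 1 tree for both libraries, 1.33% of these cells lay beyond 50%. With 200 centres their median was 23.1%, against 6.47% in the control cells. The order was the other way with the root at the second centre, at 6.20% against 21.3% in the control cells. With the root among the chondrogenic-like cells, the median of these NICD2-expressing cells was 36.3%, above that of the control cells. Under 3 of the other settings of the tree, it was below. With that root and a tree on the 30 components, 13.7% (9.99 to 18.1) of them and 0% (up to 0.813) of the control cells lay beyond 50%. The ill-identified cluster of the paper was not matched to a cluster here.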

Genes modified by NICD2 in this cluster are shown in Table S6.

**Figure 11:**
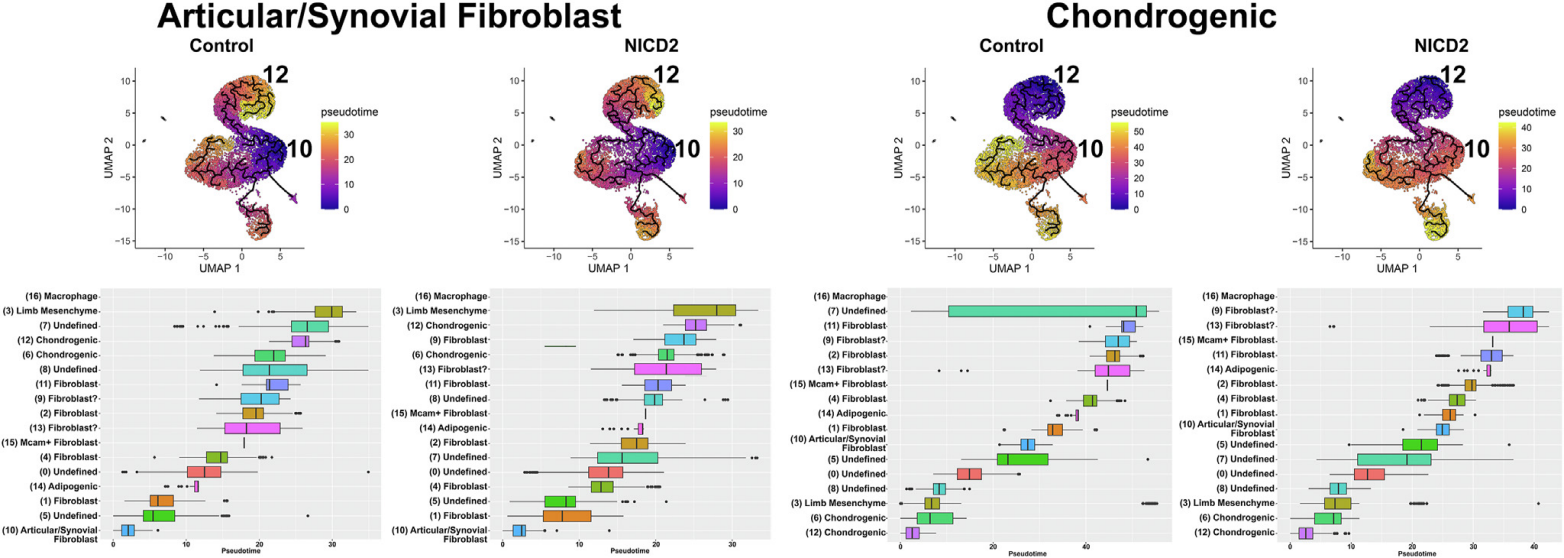
**Trajectory and pseudotime analysis reveal a redirection in the progression of articular/synovial fibroblasts by NOTCH2.** Trajectory and pseudotime analysis using Monocle 3, was performed in epiphyseal chondrocytes from *R26-NICD2* mice cultured to ∼70% confluence transfected with either Ad-CMV-Cre (NOTCH2 activated) or Ad-CMV-GFP (control) and cultured for 24-48 h. Pseudotime trajectory analysis of 17 cellular clusters from control and NICD2-expressing cells identified by uniform manifold approximation and projection (UMAP). On the *left* using articular/synovial fibroblast cluster and on the *right* using the chondrogenic cluster as a root node. An alternative visualization of the pseudotime UMAP as a progression boxplot of pseudotime values is shown.

## Discussion

Previous work demonstrated that a NOTCH2 gain-of-function mutation sensitizes mice to the development of arthritis following DMM surgeries and to the osteolytic actions of TNFα (26, 27, 31). The present study extends previous findings demonstrating that NOTCH2 enhances the inflammatory response induced by TNFα in epiphyseal chondrocytes. It explores the direct effects of a mutation harbored by *Notch2*^*tm1.1Ecan*^ mice, causing a NOTCH2 gain-of-function and the induction of the NICD2 in epiphyseal chondrocytes. The transcriptome profile of epiphyseal chondrocytes was examined at the bulk and single-cell resolution. scRNA-Seq and bulk RNA-Seq were used as complementary approaches. Bulk RNA-Seq was used to provide a general landscape of the transcriptome profile and signaling pathways affected by NOTCH2, whereas scRNA-Seq was useful in the analysis of the transcriptome profile related to individual cell populations present in epiphyseal chondrocytes and their influence by NOTCH2.

Bulk RNA-Seq confirmed that NOTCH2 enhanced signaling pathways associated with the inflammatory response, arthritis, fibrosis, and collagen degradation. Activation of similar pathways was found in chondrocytes from *Notch2*^*tm1.1Ecan*^ mutants and from cells expressing the NICD2. This would indicate that the changes observed were a direct result of an effect of the NOTCH2 ICD and are in agreement with previous observations showing that the NICD2 replicates the effects of the NOTCH2 gain-of-function harbored by *Notch2*^*tm1.1Ecan*^ cells (31). Although Notch target genes associated with the activation of canonical signaling, such as *Hes1*, *Hey1*, *Hey2*, and *Heyl* were induced by NOTCH2, this does not exclude possible additional interactions of the NICD with non-canonical signals that could influence the response to inflammation.

The present work confirms that NOTCH2 is the prevalent Notch receptor expressed by cells present in cartilage (4). Whereas *Notch1* transcripts were detectable, the level of *Notch3* and *Notch4* expression was low, suggesting that, under basal conditions, these Notch receptors do not play a physiological or pathological role in this tissue environment. However, *Notch3* transcripts were induced by the NOTCH2 gain-of-function, and as a consequence, NOTCH3 could contribute to the phenotype observed. The results confirm the induction of *Notch3* by Notch signaling, an effect that has been attributed to the presence of RBPJᴋ binding sites in intron two of the *Notch3* gene (39, 40). Since *Hes1* is the canonical target gene mostly expressed in chondrocytes, it likely plays a role in mediating Notch effects in this cell environment. This would be in agreement with previous work demonstrating important roles of HES1 and HES5 in chondrogenesis and cartilage development and of HES1 in preclinical models of osteoarthritis (21, 41). Therefore, it is likely that HES1 is responsible for the actions of NOTCH2 in cartilage, as it has been shown for the effects of NOTCH2 in osteoclastogenesis (42).

scRNA-Seq analysis confirmed cellular heterogeneity in epiphyseal chondrocyte cultures and also observed in the epiphyseal growth plate and articular cartilage (32, 33, 43, 44, 45). The cell composition of each identified cluster is defined by its transcriptome profile and is not homogeneous making the identity of each cluster not absolute. Indeed, there is a continuum among cells from epiphyseal chondrocytes and pseudotime trajectory analysis revealed an association between clusters expressing gene markers identified in fibroblasts and chondrogenic cells. Some clusters could not be identified with certainty since they were constituted by genes expressed in multiple cell lineages. This was particularly evident in the experiment analyzing the effect of the NICD2, making the impact of the NICD2 on cluster distribution and progression more difficult to assess.

Cluster distribution and its potential progression were affected in cells from *Notch2*^*tm1.1Ecan*^ mice. The articular/synovial cluster was fragmented in *Notch2*^*tm1.1Ecan*^ cells, revealing an interruption in the normal cluster trajectory. Cells spread along a continuum according to their expression profile, and alterations in the pseudotime trajectory may represent gains or losses along a cell lineage or changes in gene expression (46, 47). These alterations in the trajectory and pseudotime often represent crucial decision points in a biological process, such as cell lineage commitment or disease onset. This is an important finding since alterations in pseudotime trajectories across conditions may represent gains or losses along a cell lineage, changes in the abundance of cells along a cell lineage, or in gene expression itself along the pseudotime across conditions (48). Cluster distribution and pseudotime trajectory did not reveal changes in the articular/synovial cluster from NICD2-expressing cells. The difference between these results and those obtained with cells from *Notch2*^*tm1.1Ecan*^ mice may reflect differences between treatment and control, naturally occurring sample-level variations, unwanted technical variations, and uncertainties in the inferred trajectory and pseudotime. The latter is possible because cluster identity was often not as clear in cultures from NICD2-expressing cells as it was in cultures from *Notch2*^*tm1.1Ecan*^ mice.

Analysis of genes influenced by the *Notch2*^*tm1.1Ecan*^ mutation in the articular/synovial fibroblast cluster revealed dysregulation of genes that have been associated with inflammation (35, 36, 37, 38). This would suggest that dysregulation of these genes could be responsible to some extent for the effects of NOTCH2. Since most of the genes affected were downregulated, the effect could be mediated by HES1, a known inhibitor of transcription (49, 50, 51).

A limitation of this work is the fact that data were restricted to the determination of gene profiles and changes were not confirmed at the protein level. We recognize that epiphyseal chondrocytes from newborn mice have properties of chondroblasts, are not fully mature and are not entirely representative of events occurring in the joint *in vivo*, and that osteoarthritis is a cartilage disorder of mature joints. Although the current work offered an initial understanding of the role of NOTCH2 in cartilage tissue homeostasis, it did not explore the role of NOTCH2 in osteoarthritis. Consequently, the signaling pathways affected by NOTCH2 may or may not have relevance to the pathogenesis of this disorder. The present studies are limited by a lack of functional follow up on either the cells or the pathways influenced by the NOTCH2 gain-of-function in epiphyseal chondrocytes.

In conclusion, NOTCH2 enhances the activity of pathways associated with inflammation and disrupts the transcriptome profile of articular/synovial fibroblasts in murine epiphyseal chondrocytes.

## Experimental procedures

### Genetically modified mice

*Notch2*^*tm1.1Ecan*^ mice harboring a 6955C>T substitution in the *Notch2* locus were backcrossed into a C57BL/6 background for ≥ 8 generations and have been characterized previously (22). *R26-NICD2* mice, created by Ryuichi Nishinakamura (Kumamoto University, Japan), were kindly provided by Fanxin Long (Philadelphia, PA) in a C57BL/6 background (34, 52). In *R26-NICD2* mice, sequences coding for the NOTCH2 NICD are cloned into the *Rosa26* locus downstream of a Neo-STOP cassette flanked by *loxP* sequences. Following the excision of the cassette by Cre recombination, the NOTCH2 NICD is expressed under the control of *Rosa26*. Genotyping was conducted by polymerase chain reaction (PCR) in DNA from tail extracts using specific primers from Integrated DNA Technologies (IDT). All animal studies were limited to tissue harvest following euthanasia and were approved by the Institutional Animal Care and Use Committee of UConn Health.

### Chondrocyte cultures

Epiphyseal cartilage cells were isolated from the proximal and distal joints of the tibiae of 4-day-old *Notch2*^*tm1.1Ecan*^, *R26-NICD2* and control mice, following the dissection of surrounding tissues under a Unitron Z850 stereo microscope. Epiphyseal cartilage was placed in high glucose Dulbecco’s modified Eagle medium (DMEM) and digested with 0.25% trypsin, 0.9 mM EDTA (Life Technologies) and then 200 U/ml of type II collagenase (Worthington Biochemical Corporation, Lakewood, NJ) in DMEM at 37 °C (30). Following digestions, the tissue was strained through a 70 μm membrane and the cells collected by centrifugation were cultured in DMEM supplemented with 10% heat inactivated fetal bovine serum (FBS, Atlanta Biologics) at 37 °C in a humidified 5% CO_2_ atmosphere until reaching ∼70% to 80% confluence (20, 30). Cultures were digested with trypsin once and cells were seeded at a density of one million cells/56.7 cm^2^, and for experiments using *Notch2*^*tm1.1Ecan*^, cells were cultured to confluency. To induce the NOTCH2 NICD, *R26-NICD2* chondrocytes were cultured until they reached 70 to 80% confluency, transferred to DMEM in the absence of serum for 1 h, and exposed overnight to 300 to 600 multiplicity of infection of replication-defective recombinant adenoviruses. An Ad-CMV-Cre (Vector Biolabs) was used to excise the STOP cassette in *R26-NICD2* cells, and Ad-CMV-GFP was used as a control. Following infection, cells were allowed to recover for 24 h in the presence of DMEM containing 10% FBS, digested with trypsin, and seeded as described for *Notch2*^*tm1.1Ecan*^ cells. Cells were deprived of serum for 8 h or overnight before being processed for bulk or scRNA-Seq (30). Cells were seeded as a pool for bulk RNA-Seq experiments and maintained as biological replicates (n = 4) for scRNA-Seq and pooled immediately before microfluidic partitioning.

### Bulk RNA sequencing and bioinformatics analysis

A NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific) was used to determine purity ratios of total RNA, and an Agilent TapeStation 4200 (Agilent Technologies, Santa Clara, CA) was used to determine RNA quality using the RNA High Sensitivity assay. Samples used for library preparation had an RNA Integrity Number ≥ 9.0 and were processed for mRNA-sequencing at the UConn Center for Genome Innovation. This was conducted using the Illumina TruSeq Stranded mRNA sample preparation kit following manufacturer’s instructions (Illumina), as described previously (31, 33). Libraries were validated for length and adapter dimer removal using the Agilent TapeStation 4200 D1000 High Sensitivity assay (Agilent Technologies), quantified and normalized using the dsDNA High Sensitivity Assay for Qubit 3.0 (Thermo Fisher Scientific), as previously reported (31, 33). Sample libraries were prepared for sequencing by denaturing and diluting the libraries per manufacturer’s protocol (Illumina). Samples were pooled for sequencing, normalized, and run across an Illumina Next-Seq 500 using version 2.5 chemistry. Target read depth was achieved for each sample with paired end 75 bp reads. Sequencing raw reads were trimmed with Sickle (Version 1.33), with a respective quality and length threshold of 30 and 45 and mapped to the *Mus musculus* genome (GRCm39 ensembl release 105) with HISAT2 (version 2.1.0) (53). The generated SAM files were transformed into a BAM format using samtools (version 1.9), and PICARD was used to remove PCR duplicates (54). The counts were generated against the features with HTSeq-count, and the differential gene expression between control and experimental samples was determined using DESeq2 (55, 56). To increase accuracy of the results, covariates were introduced in the DESeq2 analysis and genes showing less than ten counts across the compared samples were excluded from further analysis. A false discovery rate (FDR) adjusted *p* value < 0.05 was considered significant and used for downstream analysis, as indicated in text and legends. Highly variable functions were identified, and linear dimensional reduction conducted by principal component analysis. The processed RNA-Seq results were analyzed by IPA (Qiagen, Redwood City, CA), GSEA and the R package clusterProfiler enrichment tool (57, 58, 59). The parameters chosen for IPA were a *p* value of < 0.05, an FDR *p* adjusted value of 0.1 and fold changes (FC) set at log2FC ≥ 1 analyzed using canonical pathways under the Genes and Chemicals category. For GSEA, the parameters chosen were m5.go.bp.v2024.1.Mm.symbols.gmt permutation gene set and Chip platform Mouse_Ensembl_Gene_ID_MSigDB.v2024.1.Mm.chip. Gene sets larger than 500 genes and lesser than 10 genes were excluded.

### scRNA-Seq and computational analysis

To analyze transcriptome profiles on a cell-by-cell basis, live cells from control and experimental cultures of epiphyseal chondrocytes were pooled at the completion of the culture, counted on a Cellometer K2 (Nexceleron) and processed on a Chromium iX instrument using a Chromium Single Cell 3′ library and Gel Bead Kit v3.1 (10x Genomics) to prepare barcoded libraries, as previously reported (33, 60). The single cell gene expression kit used has a cell capture efficiency of ∼65% to 75% and equal number of control and experimental cells were partitioned aimed at a recovery of ∼10,000 cells/group. Following reverse transcription, libraries were sequenced at the UConn Center for Genome Innovation. cDNAs from each single cell had unique barcodes, allowing the sequencing reads to be mapped backed to the cell of origin (61).

FASTQ files were generated using reference genome mm10 to 2020-A and analyzed using Cell Ranger v7.0 or v8.0 (10x Genomics) for sample demultiplexing, barcode processing, transcript counting and output HTMLs for data quality assessment and sample visualization. Secondary analyses of output files were conducted using the Seurat R Package (v5.2.1). These included dimensionality reduction, cell clustering and differential gene expression (62, 63). Cells with <250 transcripts, >10% mitochondrial RNA or >10,000 genes/cell were excluded manually, and the NormalizeData function in Seurat was used to normalize the data set. Highly variable functions were identified, and linear dimensional reduction conducted by principal component analysis and non-linear dimensionality reduction performed by UMAP. Doublets were identified and excluded, and cell clusters were classified according to their gene profile and gene ontology (GO). For this purpose, the FindMarkers function in Seurat was chosen to select the 50 most expressed genes in each cluster. GO was determined in the National Center for Biotechnology Information database. Pseudotime trajectory analysis of pooled and independent data from control and experimental cells was constructed by analysis of the Seurat object in Monocle 3 (64). Monocle 3 cell data set was constructed and the learn principal graph from the reduced dimensional space was applied using learn_graph, as described previously (60). Cells were organized along their trajectory using Monocle plot_cells and order_cells; marker genes for each cluster were identified using the Seurat’s FindAllMarkers function. Gene ontology and IPA of differentially expressed genes was performed on a per-cluster basis, and genes prioritized based on ontology, and relevance to transcriptional control and signaling pathways (57, 58, 59). IPA was performed to analyze canonical pathways under the Genes and Chemicals category.

### Statistics

Data are presented as means ± standard deviations (SD) and individual values. Statistical differences were determined by unpaired *t* test. Values beyond 2 SD from the mean are considered outliers.

## Data availability

All data are available from the corresponding author upon a reasonable request. The raw data for bulk and scRNA-Seq were deposited in Gene Expression Omnibus (GEO) under GSE292806 and GSE292807.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare no conflicts of interest with the contents of this article.

# Supplementary material for: NOTCH2 disrupts the synovial fibroblast identity and the inflammatory response of epiphyseal chondrocytes
**Source:** J Biol Chem. 2025 May 8;301(6):110206. doi: 10.1016/j.jbc.2025.110206
**Supplement:** Supplementary Material

NOTCH2 disrupts the synovial fibroblast identity and the inflammatory response  
of epiphyseal chondrocytes

Ernesto Canalis<sup>1,2,3\*</sup>, Rosa Guzzo<sup>4</sup>, Lauren Schilling<sup>3</sup> and Emily Denker<sup>3</sup>

the

**Supporting Information:**

- **Table S1.** Differentially expressed genes (log2FC) between the pooled limb mesenchyme (clusters 0, 1, 3 and 12), pooled chondrogenic (clusters 5, 7, 8 and 14), pooled fibroblast (clusters 9, 10 and 11), undefined (clusters 4, 6, 13) and articular/synovial fibroblasts (cluster 2) and all other cell clusters from epiphyseal chondrocytes from *Notch2<sup>tm1.1Ecan</sup>* and littermate control mice.
- **Table S2.** Differentially expressed genes between *Notch2<sup>tm1.1Ecan</sup>* and control littermates in mesenchymal, limb mesenchyme, articular/synovial fibroblast, chondrogenic, adipogenic, osteogenic, macrophage and fibroblasts shown in Figure 7C and 7D. The number of cells expressing each gene and the intensity or level of expression is provided.
- **Table S3.** Differentially expressed genes in the articular/synovial fibroblast cluster between *Notch2<sup>tm1.1Ecan</sup>* and control littermate mice. The number of cells expressing each gene in the cluster and the intensity or level of expression is provided.
- **Table S4.** Differentially expressed genes (log2FC) between the limb mesenchyme (cluster 3), pooled chondrogenic (clusters 6 and 12), pooled fibroblast (clusters 1, 2, 4 and 11), fibroblasts? (clusters 9 and 13), undefined (clusters 0, 5, 7 and 8) and articular/synovial fibroblast (cluster 10) and all other cell clusters from epiphyseal chondrocytes from *R26-NICD2* mice transfected with Ad-CMV-Cre (NOTCH2 activated) or Ad-CMV-GFP (control).
- **Table S5.** Differentially expressed genes between NICD2-expressing and control cells associated with mesenchymal, limb mesenchyme, articular/synovial fibroblast, chondrogenic, adipogenic, osteogenic, macrophages and fibroblast cells shown in Figure 9B and 9C. The number of cells expressing each gene and the intensity or level of expression is provided.
- **Table S6.** Differentially expressed genes in the undefined cluster between NICD2-expressing and control cells. The number of cells expressing each gene in the cluster and the intensity or level of expression is provided.
- **Table S7.** Primers used for genotyping.
- **Figure S1.** Differential gene expression by the *Notch2<sup>tm1.1Ecan</sup>* mutation in epiphyseal chondrocytes determined by bulk RNA-Seq.
- **Figure S2.** Differential gene expression by NICD2 activation in epiphyseal chondrocytes determined by bulk RNA-Seq.
- **Figure S3.** Dot plot displaying the expression of *Notch1*, 2, 3 and 4, *Hes1*, *Hey1*, 2 and 1 and *Jagged1*.
- **Figure S4.** Ingenuity pathway analysis (IPA) of the articular/synovial fibroblast cluster from chondrocyte-enriched cells from *Notch2<sup>tm1.1Ecan</sup>* and control mice.

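Table S1 lists, for each class of pooled clusters, the genes that were higher in that class than in all other clusters, each with the log2 of its fold change, in control and in *Notch2* tm1.1Ecan cells. It is thus the list from which the classes can be recognised, and it does not compare *Notch2* tm1.1Ecan with control cells. The list of the fibroblast class begins with genes of mitosis such as *Pbk*, *Hmmr*, *Esco2* and *Neil3*. Over all kept cells, 18 genes of mitosis, these among them, were together at 209 (207 to 212) CPM in control and 340 (336 to 344) CPM in *Notch2* tm1.1Ecan cells. After each cell was thinned to 5552 UMIs, so that depth could not differ, 3.22% (2.82 to 3.66) of the control and 5.19% (4.65 to 5.78) of the *Notch2* tm1.1Ecan cells had at least 3 of these UMIs. The unthinned shares were 6.56% and 7.77%.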

**Table S1.** Differentially expressed genes (log2FC) between the pooled limb mesenchyme (clusters 0, 1, 3 and 12), pooled chondrogenic (clusters 5, 7, 8 and 14), pooled fibroblast (clusters 9, 10 and 11), undefined (clusters 4, 6, 13) and articular/synovial fibroblasts (cluster 2) and all other cell clusters from epiphyseal chondrocytes from *Notch2<sup>tm1.1Ecan</sup>* and littermate control mice.

How the deposited data were processed for this re-analysis (not part of the article)

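Single-cell RNA-Seq counts of 4 libraries were analysed, namely epiphyseal chondrocytes from control and *Notch2* tm1.1Ecan mice, and epiphyseal chondrocytes from *R26-NICD2* mice infected with Ad-CMV-GFP (control) or Ad-CMV-Cre (NICD2). Each library was made by the authors from 4 cultures pooled before partitioning, so that n = 1 library per condition. The bulk RNA-Seq data of the paper were not analysed here, and the supplementary comparisons of genes between clusters were not recomputed.

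The authors deposited, for each library, the raw count of UMIs per gene and cell barcode, made by Cell Ranger 7.0.1 for the pair with the germline mutation and by Cell Ranger 8.0.1 for the NICD2 pair from reads of the 10x Chromium 3′ kit aligned to mm10, with the gene annotation of the 10x reference. The files held the barcodes that Cell Ranger called cells, and the filters of the study for mitochondrial RNA, transcripts, genes and doublets had not been applied to them. The files did not say whether reads in introns were counted. The total was 133107152 UMIs in the control library, 105212884 in the *Notch2* tm1.1Ecan library, 248007147 in the Ad-CMV-GFP library and 236033775 in the NICD2 library.

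Barcodes with more than 10% mitochondrial UMIs, fewer than 250 UMIs or more than 10000 genes were removed. Doublets were scored by Scrublet in scanpy 1.11.5 for each library. Where its automatic threshold marked fewer than 0.5% of the cells, as it did in 3 of the 4 libraries, the cells with the highest scores were removed at a rate of 0.8% per 1000 barcodes. The paper does not name its method for doublets. Counts were scaled to 10000 per cell and put on a natural log scale after 1 was added, the 2000 most variable genes were chosen by their dispersion, and 30 principal components were calculated. A graph of shared neighbours among the 20 nearest was clustered with leidenalg 0.10.2. The resolution was the lowest on a grid from 0.2 to 2 in steps of 0.1 that gave the number of clusters nearest to that of the paper, and it was 0.9 in both experiments. The libraries were clustered without batch correction, since batch and condition coincide.

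A cluster was named from lists of markers taken from Fig. 7, Table S1 and general knowledge. The 9 genes of the Notch pathway and the 11 genes of the articular/synovial cluster, called the reported genes, were kept out of the lists. Markers such as *Prg4*, *Pdgfra*, *Snorc*, *Egfl6*, *Slurp1* and the 18 genes of mitosis also have levels given here. Their levels by cluster are thus not independent of the names. The names were given by hand from the markers among the 10 genes highest in the cluster relative to the other cells and from those at least 2-fold higher. A cluster without a marker among its 10 leading genes was left without a name, as were a cluster with few UMIs per cell, a cluster led by *Ibsp* with chondrogenic and osteogenic markers, and a cluster whose only leading marker, *Kcnj8*, was of another type than most of its markers. This was not applied evenly. The osteogenic-like cluster of the NICD2 experiment was named although the chondrogenic *Pantr1*, *Col25a1* and *Col9a1* were 2-fold higher in it, and 1 limb mesenchyme-like cluster of the *Notch2* tm1.1Ecan experiment, of 514 cells, although the osteogenic *Alpl*, *Sp7* and *Runx2* were. In the alternatives, a cluster took the name of the class from which more than 50% of its cells came.

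For each library and group of cells, the UMIs of a gene were summed and divided by the total to give CPM, with exact Poisson intervals. Ratios had exact intervals conditional on the sum of both counts. Shares of cells had Clopper-Pearson intervals. All intervals were at 95% and covered counting error alone. They did not cover differences between cultures, which 1 library per condition cannot show, and no p-value was calculated. Intervals of UMIs also left out variation between cells, since each UMI was taken as independent, and are too narrow where cells differ. The genes named were those of the paper, the 9 genes of the Notch pathway, and the 5 genes with the highest and the 5 with the lowest ratio in each comparison among those with at least 500 UMIs over both libraries (200 in the articular/synovial-like cells), without mitochondrial, ribosomal protein and sex-linked genes. Genes that entered through their place in a list are described by the size of the ratio, and not as changed genes.

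Mitosis was followed by 18 marker genes. Cells were thinned to 5552 UMIs, the 10th percentile of the shallowest library, and cells with at least 3 UMIs of these genes were counted. The cells with fewer UMIs than this, 408 control, 671 *Notch2* tm1.1Ecan, 130 Ad-CMV-GFP and 129 NICD2 cells, were left out of that count.

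Pseudotime was approximated, because Monocle 3 was not available. The UMAP was made with umap-learn 0.5.12, 100 centres with scikit-learn 1.9.0, and a minimum spanning tree joined the centres that held cells of the library. Distances along the tree are in percent of the maximum of each library, so that they depend on outlying cells and cannot be set beside the units of Monocle 3.

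The calculation of ratios and intervals was tested on simulated data, in which counts were drawn from the real gene means and library totals and 200 genes were changed by known factors. For the *Notch2* tm1.1Ecan comparison, over 12309 genes, all of the 93 genes changed 2-fold ranked first by the size of the ratio, and 95.4% of the intervals of unchanged genes held the true ratio. For the NICD2 comparison, over 13897 genes, all of the 100 genes changed 2-fold ranked first, and 95.2% of the intervals of unchanged genes held the true ratio. The counts were drawn from the Poisson model that the intervals assume, without variation between cells. The test therefore checks the calculation alone and cannot show how often the intervals hold in the real data.

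The alternatives tried were no cell filter, a stricter cell filter, doublet calls kept in, an equal doublet rate, 3000 variable genes, 20 and 50 principal components, other resolutions, centring of each gene within its library, other sets of genes in the clustering, another seed, median-of-ratios scaling, the mean over cells of their own CPM, other thinning depths and minimum counts for the mitotic genes, genes found in at least 3 cells, and 8 other settings of the pseudotime. The marker lists, the named genes and all alternatives except the equal doublet rate were set before the data were examined.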

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

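The tests of depth, of scaling, of the difference between the control libraries, of the dependence on the clustering setting, of the genes that differ between the NICD2 and Ad-CMV-GFP libraries as a whole, of a constant offset, of the Notch target genes and of doublets as the whole of a cluster were chosen only after the result was seen.

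Genes of mitosis had more UMIs per total in both experiments. The ratio was 1.62 (1.60 to 1.65) in *Notch2* tm1.1Ecan over control cells and 1.51 (1.50 to 1.52) in NICD2-expressing over Ad-CMV-GFP cells. These intervals took each UMI as independent and left out variation between cells, which would widen them. The text of the paper does not compare these genes between conditions in its single-cell data. From bulk RNA-Seq data, not analysed here, the paper describes enhanced cell replication in *Notch2* tm1.1Ecan cells. Depth was argued against, since the shares of cells with mitotic UMIs after thinning had ratios of 1.61 and 1.58. A few genes taking most of the counts were argued against by ratios of 1.63 and 1.51 under median-of-ratios scaling. Doublets as the whole of the difference were argued against by ratios of 1.69 (1.65 to 1.72) and 1.43 (1.41 to 1.44) in the 50% of cells with the lowest doublet scores. Free RNA from dividing cells would have raised these UMIs in all cells. However, 99.4% of the added CPM in *Notch2* tm1.1Ecan and 101% in NICD2-expressing cells lay in the proliferating-like cells, and in the other cells the ratios were 1.05 (1.00 to 1.09) and 0.997 (0.971 to 1.02). A different share of female cells was argued against in the NICD2 pair, where the ratio was 1.67 in cells with *Xist* UMIs alone and 1.46 in cells with UMIs of Y genes alone. What stays open is a difference between cultures or libraries apart from the condition. The control libraries of the experiments, with cells cultured differently, had mitotic CPM that differed by a ratio of 2.33, more than either pair. With 1 library per condition, such a difference and an effect of the Notch alleles cannot be told apart.

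In the NICD2 experiment, a cluster that the paper does not describe as such held 10.5% of the NICD2-expressing and 0.642% of the Ad-CMV-GFP cells. Its leading genes were *Ccl20*, *Gm16337* and *Slitrk5*, with *Itga8*, *Pag1* and *Tnfsf11* among the first 10. That the cluster was made of doublets as a whole was argued against, since 17.9% (16.0 to 19.9) of the NICD2 cells called doublets had UMIs of both *Xist* and Y genes and 6.15% (4.67 to 7.93) of its NICD2 cells did. In the other clusters 4.76% (4.29 to 5.26) did, and with these overlapping intervals a smaller contribution of doublets cannot be told apart from none. The share of its NICD2 cells with *Xist* UMIs alone was 35.2% (32.1 to 38.5), against 17.6% (16.7 to 18.4) in the other clusters, so that an unequal contribution of the pooled cultures may have shaped it. It was not of 1 sex alone, and genes linked to sex were not left out of the clustering. Its boundary depended on the setting, since 4 of the 13 alternatives set in advance gave no cluster with more than 90% NICD2 cells. These were 50 principal components, a resolution of 0.8, centring of each gene within its library and the 1.5-fold genes left out. An equal doublet rate, chosen after the data were examined, gave none either. With the 1.5-fold genes left out, 0% of the NICD2 cells were in such a cluster. This decides nothing, because 9 of the 10 genes that lead the cluster were among those left out. The same holds when only the genes were left out that differ 1.5-fold in the cells outside the cluster, 8 of the 10 among them, after which the cluster that took most of its cells had a ratio of shares of 1.04 (0.967 to 1.12) and only 20.1% of that cluster came from it. The summed CPM of *Hes1*, *Hey1*, *Hey2* and *Heyl* in its NICD2 cells was 1.34 (1.28 to 1.40) times that of the other NICD2 cells. In its 59 control cells, with 157 of these UMIs, it was 5.29 (4.48 to 6.20) times that of the other control cells, so that the higher level does not show a stronger response to NICD2 in this cluster. A response of a part of the cells to NICD2 stays open as a hypothesis.

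A cluster led by contractile genes, which the paper does not report, held 8.76% of the *Notch2* tm1.1Ecan and 3.48% of the control cells, a ratio of 2.52. The ratio was between 1.58, at a resolution of 0.8, and 4.34, with 50 principal components, over the alternatives in which the cluster was found. A constant offset of each gene between the libraries was argued against by a ratio of 3.08 after each gene was centred within its library, and doublets by a ratio of 3.36 (2.63 to 4.32) in the 50% of cells with the lowest doublet scores. With the 1.5-fold genes left out, the cluster was not found. The cluster that took the most of its cells, 39.3%, had shares of 7.98% and 10.6%, a ratio of 1.33 (1.19 to 1.48), and only 25.6% of that cluster came from the contractile one. This decides nothing, because 8 of the 10 genes that lead the contractile cluster were among those left out. With only the genes left out that differ 1.5-fold in the cells outside the cluster, 8 of the 10 again among them, 45.3% of its cells were in 1 cluster with a ratio of shares of 2.48 (2.09 to 2.96), which was short of the limit of 50% set for the cluster to count as found. The summed CPM of *Hes1*, *Hey1*, *Hey2* and *Heyl* in its *Notch2* tm1.1Ecan cells was 1.54 (1.47 to 1.62) times that of the other *Notch2* tm1.1Ecan cells, and in its control cells 1.40 (1.32 to 1.49) times that of the other control cells. Higher levels of these genes thus marked the cluster in both libraries, and within it the summed CPM in *Notch2* tm1.1Ecan over control cells had a ratio of 1.01 (0.939 to 1.09). *Hes1* was at 194 CPM in its control and 183 CPM in its *Notch2* tm1.1Ecan cells, *Heyl* at 3.98 and 10.6 CPM, *Hey1* at 5.11 and 11.1 CPM, and *Notch3* at 10.0 and 23.0 CPM. The sum was mostly of *Hes1*, which did not rise in this pair (0.930 over all kept cells), and says little on the other genes. Whether these cells had a stronger Notch response stays open. Differences between the pooled cultures were not tested.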

How the results depend on the processing

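The alternatives changed 1 choice at a time. No paired analysis was possible because each condition had 1 library. For the main results, 340 values stayed within the 95% interval of the reported value (or, for counts of genes or clusters, within 1.5 times it) and 120 moved outside it. Direction was judged only for ratios whose interval left out 1, and none of these main ratios changed direction. The medians and pieces of the pseudotime were not counted here, and their order changed under a part of the settings, as given below. Of the values for single genes and clusters other than the main results, 627 stayed, 186 moved and 7 changed direction. Except where a change of the cells kept or of the limit for mitotic UMIs accounts for the value by construction, the cause was not tested.

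In each alternative run, the ratios of *Notch1*, *Notch3*, *Jag1*, *Hey1*, *Hey2* and *Heyl* stayed above 1 in both pairs. That of *Hes1* was between 0.924 and 0.932 in *Notch2* tm1.1Ecan and between 4.36 and 4.43 in NICD2-expressing cells. *Notch4* was between 1.02 and 1.12 in *Notch2* tm1.1Ecan and between 0.949 and 0.981 in NICD2-expressing cells. Of the 11 genes, 9 or 10 changed by more than 25% as stated. The ratio of the articular/synovial-like shares stayed below 1, and the ratio of the proliferating-like shares was between 1.62 and 2.03 in *Notch2* tm1.1Ecan and between 1.56 and 1.63 in NICD2-expressing cells.

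With the mean over cells of their own CPM, the ratio of *Notch2* was 1.13 and that of the mitotic genes 1.70 in *Notch2* tm1.1Ecan cells. In NICD2-expressing cells the ratios were 2.20 for *Notch1*, 1.13 for *Notch2* and 2.72 for *Jag1*.

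The share of cells with mitotic UMIs depended on depth and on the minimum count. Without thinning it was 6.56% in control, 7.77% in *Notch2* tm1.1Ecan, 18.3% in Ad-CMV-GFP and 20.1% in NICD2-expressing cells. With thinning to the 25th percentile the shares were 4.18%, 6.59%, 7.86% and 11.7%, with at least 2 UMIs 5.14%, 7.17%, 9.60% and 12.5%, and with at least 5 UMIs 2.69%, 4.45%, 5.58% and 9.02%.

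Without a cell filter, the cells numbered 8120 in control, 7365 in *Notch2* tm1.1Ecan, 10049 in Ad-CMV-GFP and 10077 in NICD2. The ratio of the mitotic genes was 1.70 in *Notch2* tm1.1Ecan and 1.45 in NICD2-expressing cells, and the shares with mitotic UMIs were 7.19% in Ad-CMV-GFP and 11.3% in NICD2-expressing cells. The proliferating-like share was 5.12% in *Notch2* tm1.1Ecan, 6.72% in Ad-CMV-GFP and 10.5% in NICD2-expressing cells. The articular/synovial-like share of NICD2-expressing cells was 3.096%, with a ratio of shares of 0.617.

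With the stricter cell filter, 6876 control, 5672 *Notch2* tm1.1Ecan, 9087 Ad-CMV-GFP and 8359 NICD2 cells were kept. The ratio of the mitotic genes in *Notch2* tm1.1Ecan cells was 1.70. The articular/synovial-like share was 7.53% in *Notch2* tm1.1Ecan, 6.49% in Ad-CMV-GFP and 4.88% in NICD2-expressing cells. The share of cells that would have to be in another cluster for equal distributions, called the distance below, was 17.7% for *Notch2* tm1.1Ecan and 15.7% for NICD2.

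With doublet calls kept in, there were 7845 control, 7141 *Notch2* tm1.1Ecan, 9995 Ad-CMV-GFP and 10001 NICD2 cells. The ratio of the mitotic genes was 1.70 in *Notch2* tm1.1Ecan and 1.45 in NICD2-expressing cells. The shares with mitotic UMIs were 7.34% in Ad-CMV-GFP and 11.1% in NICD2-expressing cells, and the proliferating-like shares 6.73% and 10.5%. The articular/synovial-like share of Ad-CMV-GFP cells was 5.39%, and the distance for NICD2 was 18.1%.

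With an equal doublet rate in all libraries, chosen after the data were examined, 9195 NICD2 cells were kept and their ratio of the mitotic genes was 1.48. The articular/synovial-like shares were 6.99% in Ad-CMV-GFP and 4.25% in NICD2-expressing cells, with a ratio of 0.609, and the distance was 7.65%.

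With 3000 variable genes, the articular/synovial-like share was 8.00% in control, 6.77% in *Notch2* tm1.1Ecan and 2.77% in NICD2-expressing cells. The ratio of shares was 0.562 in the NICD2 pair, and the distance for *Notch2* tm1.1Ecan was 17.8%.

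With 20 principal components, the articular/synovial-like share was 7.33% in control, 5.10% in *Notch2* tm1.1Ecan and 5.84% in Ad-CMV-GFP cells. The ratio of shares was 0.696 for *Notch2* tm1.1Ecan, and the distance was 18.5% for *Notch2* tm1.1Ecan and 21.0% for NICD2. With 50 principal components, the articular/synovial-like share was 9.75% in control, 9.38% in *Notch2* tm1.1Ecan, 5.59% in Ad-CMV-GFP and 4.18% in NICD2-expressing cells, and the distance for NICD2 was 8.75%.

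At a resolution of 0.8, the distance for NICD2 was 8.27%. At a resolution 0.2 above the main one, it was 17.6% for *Notch2* tm1.1Ecan and 19.3% for NICD2, and the articular/synovial-like shares were 6.10% in Ad-CMV-GFP and 4.65% in NICD2-expressing cells.

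With each gene centred within its library, the articular/synovial-like share was 7.57% in control, 6.22% in *Notch2* tm1.1Ecan, 7.77% in Ad-CMV-GFP and 6.36% in NICD2-expressing cells. The ratio of shares was 0.822 for *Notch2* tm1.1Ecan, and the distance was 13.7% for *Notch2* tm1.1Ecan and 5.38% for NICD2.

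With the reported genes left in the clustering, the articular/synovial-like share of Ad-CMV-GFP cells was 5.59%. With the cell-cycle genes left out, the proliferating-like share of *Notch2* tm1.1Ecan cells was 3.79%, and the articular/synovial-like shares were 5.44% in Ad-CMV-GFP and 4.08% in NICD2-expressing cells. With the 1.5-fold genes left out, these were 5.66% and 4.09%, the proliferating-like share of *Notch2* tm1.1Ecan cells was 3.90%, and the distance was 15.3% for *Notch2* tm1.1Ecan and 6.68% for NICD2. With another seed, the articular/synovial-like shares were 5.89% in Ad-CMV-GFP and 4.46% in NICD2-expressing cells, and the distance for NICD2 was 17.8%.

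The ratio of the limb mesenchyme-like shares in the NICD2 pair, 0.850, changed direction under 7 alternatives. It was 1.03 without a cell filter, 1.04 with an equal doublet rate, 1.02 with 50 principal components, 1.01 at a resolution of 0.8, 1.01 with each gene centred within its library, 1.05 with the reported genes left in and 1.03 with the 1.5-fold genes left out.

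The share of articular/synovial-like cells beyond 50% of the maximum pseudotime depended on the settings of the approximate tree. In control cells it was 41.0% with 50 centres, 44.7% with 200 centres and 20.1% with a tree on 30 components. In *Notch2* tm1.1Ecan cells it was 0.528% with UMAP seed 1, 26.8% with UMAP seed 2, 19.4% with 200 centres, 17.1% with 1 tree on the 2 libraries together, and 0% with a tree on 30 components. In Ad-CMV-GFP cells it was 0% with UMAP seeds 1 and 2, 50 and 200 centres, the root at the second centre and a tree on 30 components. In NICD2-expressing cells it was 1.33% with 1 tree on the 2 libraries together. In each of these settings the control share was above the *Notch2* tm1.1Ecan share. Diffusion pseudotime gave 0% in all 4 libraries, but its maximum was set by outlying cells, with a median of all cells of 1.06% of the maximum in control and 0.510% in *Notch2* tm1.1Ecan cells. The 0% was thus fixed by the scale and says nothing on these cells.

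With the root among the chondrogenic-like cells, the medians of the articular/synovial-like cells were 56.5% in control and 51.9% in *Notch2* tm1.1Ecan cells, and their order was reversed under 5 settings. They were 43.9% and 64.9% with UMAP seed 1, 39.2% and 49.1% with UMAP seed 2, 49.3% and 52.3% with 50 centres, 48.7% and 52.3% with 200 centres, and 30.0% and 33.4% with a tree on 30 components. The shares beyond 50% of the maximum were 82.9% and 59.3% with the main settings and 0% and 92.6% with UMAP seed 1. In the NICD2 pair the medians were 31.1% in Ad-CMV-GFP and 36.3% in NICD2-expressing cells, and in the tree their order was reversed with UMAP seed 2, at 36.3% and 32.6%, with 200 centres, at 27.0% and 26.0%, and with a tree on 30 components, at 35.4% and 31.7%. With this last setting the shares beyond 50% were 0% and 13.7%.

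Depth limits the genes with few UMIs. For *Notch4*, with 59 and 49 UMIs in the *Notch2* tm1.1Ecan experiment, the 95% interval of the ratio was 0.706 to 1.57, so that changes within it were not detectable.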

Differences from the paper's values

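None of the numbers of cells, genes and clusters and of the articular/synovial shares that the paper states differed by more than 1.5 times under the main settings. For clusters this was built in, since the resolution was chosen to bring their number near that of the paper. The numbers of cells recovered were the barcodes in the files of the authors. Under the alternatives set before the data were examined, the articular/synovial-like share of *Notch2* tm1.1Ecan cells was 5.10% with 20 principal components, against the paper's 8.22%. That of NICD2-expressing cells was 2.77% with 3000 variable genes, against the paper's 4.5%. With the main settings these shares were 8.45% and 3.54%.

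The shares of classes that can be calculated from Tables 1 and 2 of the paper differed more. Its 4 chondrogenic clusters sum to 1899 of 7845 control cells, or 24.2%, and 1860 of 7141 *Notch2* tm1.1Ecan cells, or 26.0%, and the chondrogenic-like cluster here held 1160 of 7335, or 15.8%, and 1243 of 6720, or 18.5%. Its 4 limb mesenchyme clusters as pooled in Table S1, of which Table 1 calls 1 limb bud, sum to 2687 control cells, or 34.3%, and 2062 *Notch2* tm1.1Ecan cells, or 28.9%, and the limb mesenchyme-like clusters here held 1586, or 21.6%, and 990, or 14.7%. Without the limb bud cluster the sums of the paper are 30.8% and 24.3%. Its 2 chondrogenic clusters of the NICD2 experiment sum to 1190 of 9957 Ad-CMV-GFP cells, or 12.0%, and 987 of 9924 NICD2 cells, or 9.95%, and the chondrogenic-like cluster here held 530 of 9191, or 5.77%, and 334 of 8478, or 3.94%. The limb bud cluster of Table 2, which Table S4 names limb mesenchyme, held 848 Ad-CMV-GFP cells, or 8.52%, and 819 NICD2 cells, or 8.25%, and the limb mesenchyme-like cluster here held 1393, or 15.2%, and 1092, or 12.9%. All of these shares except the chondrogenic share of *Notch2* tm1.1Ecan cells and, without the limb bud cluster, the limb mesenchyme share of control cells differed by more than 1.5 times. Under alternatives set before the data were examined, the chondrogenic-like share of control cells came within 1.5 times of the paper at 20.2% with 50 principal components, 18.8% with the cell-cycle genes left out, 16.6% with 20 principal components and 16.4% with doublet calls kept in. The limb mesenchyme-like share of NICD2 cells did so at 11.9% with the cell-cycle genes left out, a resolution 0.2 above the main one or another seed, and at 11.6% with doublet calls kept in. No alternative did so for the limb mesenchyme-like shares of Ad-CMV-GFP cells, or of control and *Notch2* tm1.1Ecan cells with the limb bud cluster counted. Without it, that of *Notch2* tm1.1Ecan cells did so at 19.2% with the 1.5-fold genes left out and 16.5% with each gene centred within its library. No alternative brought the chondrogenic-like shares of the NICD2 pair within 1.5 times. The exceptions named above differed by more than 1.5 times under a part of the alternatives. Without the limb bud cluster, the limb mesenchyme-like share of control cells differed by up to 1.96 times, at 15.7% without the cell-cycle genes. The chondrogenic-like share of *Notch2* tm1.1Ecan cells did so at 16.8% with 3000 variable genes and 17.3% with each gene centred within its library. The clusters were rebuilt, and many cells here were in clusters without a name.

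The number of genes detected in *Notch2* tm1.1Ecan cells was 23747, and the paper gives 24,747. The numbers for the other 3 libraries were equal to those of the paper.

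After the limits for mitochondrial RNA, transcripts and genes and before the removal of doublets, 7845 control and 7141 *Notch2* tm1.1Ecan cells were left. These are the numbers that the paper gives after filtering and exclusion of doublets. In the NICD2 experiment the same limits left 9995 Ad-CMV-GFP and 10001 NICD2 cells, and the paper gives 9957 and 9924. With doublets removed, the numbers were 7335, 6720, 9191 and 8478.

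The paper lists *Pla1a* and *Pla2g2e* as increased by at least 25% in the articular/synovial cluster of *Notch2* tm1.1Ecan cells. In the articular/synovial-like cells the changes were 7.14% for *Pla1a* and 24.8% for *Pla2g2e*. *Pla2g2e* passed 25% under 13 of the 15 alternatives set before the data were examined, all except the reported genes left in the clustering and the 1.5-fold genes left out. *Pla1a* passed it under none of them in these cells, and changed by 114% in the other cells.

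In its bulk RNA-Seq data, which were not analysed here, the paper gives a log2 fold change of 0.5 for *Hes1* and *Hey1* and of 1.4 for *Notch3* in *Notch2* tm1.1Ecan cells. In the single-cell data *Hes1* went the other way, with a ratio of 0.930 (0.909 to 0.951), between 0.924 and 0.932 under the alternatives. The ratios of *Hey1* and *Notch3* were 1.71 and 2.86, or log2 ratios of 0.773 and 1.52. In NICD2-expressing cells, the bulk log2 fold change that the paper gives for *Notch3* was higher than the single-cell log2 ratio of 1.96.

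The paper states that the articular/synovial cluster was fragmented in the pseudotime of *Notch2* tm1.1Ecan cells and progressed well in control cells. With the approximate tree, the share of these cells beyond 50% of the maximum was 30.2% in control and 9.86% in *Notch2* tm1.1Ecan cells, with 2 pieces of the tree in control and 3 in *Notch2* tm1.1Ecan cells. With 200 centres there were 6 pieces in control and 5 in *Notch2* tm1.1Ecan cells. With 50 centres there were 2 and 1. UMAP seeds 1 and 2 gave 1 piece more in *Notch2* tm1.1Ecan than in control cells, as the main settings did. The root does not enter the number of pieces, so that the root at the second centre repeated the main numbers by construction. With 1 tree on the 2 libraries together and with a tree on 30 components the numbers were equal.

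The paper states that the distribution of NICD2-expressing and control cells over the clusters did not differ substantially. The share of cells that would have to be in another cluster for equal distributions was 16.7% here. Calculated from Table 2 of the paper, it is 5.65%. It was between 5.38%, with each gene centred within its library, and 21.0%, with 20 principal components, settings chosen before the data were examined. For *Notch2* tm1.1Ecan cells, 16.7% compares with 10.5% calculated from Table 1 of the paper, and the lowest alternative was 13.7%.

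The paper describes fibroblast clusters as among the more prevalent, and its Table S1 opens the fibroblast list with genes of mitosis such as *Pbk*, *Hmmr*, *Esco2* and *Neil3*. These genes were placed in the proliferating list here, so that a cluster led by them took that name. No cluster met the rule for fibroblasts with the genes that remained, and 50.5% of the control and 60.1% of the Ad-CMV-GFP cells were in clusters without a name.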

Other observations

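The tests of free RNA and of doublets of a female and a male cell, and the comparison of genes between the models, were written before their results were seen.

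Genes that rose or fell in NICD2-expressing cells tended to do so in *Notch2* tm1.1Ecan cells. Among 11917 genes with at least 500 UMIs in both comparisons, the 50 with the largest ratio up in NICD2-expressing cells had a median log2 ratio of 0.49 in *Notch2* tm1.1Ecan cells, and 47 of them rose. The 50 with the largest ratio down had a median log2 ratio of -0.38, and 41 of them fell. Both medians lay beyond those of 100% of 10000 random lists of genes with like counts. This is consistent with genes that respond in both models, as a hypothesis, since each side rests on 1 library per condition. Whether culture conditions contribute was not tested.

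By the size of the ratio over all kept cells, the genes that rose most in *Notch2* tm1.1Ecan cells were *Mmp3* (3.62), *Snorc* (3.18), *Notch3* (2.86), *Eln* (2.71) and *Kif26b* (2.38), and those that fell most were *Saa3* (0.153), *Apoc1* (0.231), *F13a1* (0.279), *Angptl7* (0.300) and *Col6a6* (0.439). In NICD2-expressing cells, *Gucy1a1* (10.8), *Heyl* (7.60), *Hey1* (6.65), *Fgfbp1* (6.01) and *Gucy1b1* (5.82) rose most, and *Slurp1* (0.195), *Tesc* (0.368), *Cxcl3* (0.381), *Dpp4* (0.395) and *Nptx1* (0.397) fell most. In the articular/synovial-like NICD2-expressing cells, *Eln* (15.6), *Kif26b* (14.1), *Hes1* (10.2), *Jag1* (5.22) and *Cacna1c* (4.19) rose most, and *Slurp1* (0.226), *Tnfrsf11b* (0.232), *Aqp1* (0.351), *Dync1i1* (0.396) and *Galnt9* (0.406) fell most.

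Some of these ratios rest on few cells or moved with the settings. Of the 2163 control and 393 *Notch2* tm1.1Ecan UMIs of *Apoc1*, 2395 lay in the adipogenic-like cluster of 28 control and 15 *Notch2* tm1.1Ecan cells, and its ratio was 0.147 with the stricter cell filter and 0.373 with the mean over cells of their own CPM. With that mean, the ratio of *Saa3* was 0.0706. In the articular/synovial-like NICD2-expressing cells, *Kif26b* was at 7.30 without a cell filter, *Cacna1c* at 2.75 with the stricter cell filter, and *Galnt9* at 0.616 with another seed.

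Of the 11 genes that the paper names in the articular/synovial cluster of *Notch2* tm1.1Ecan cells, *Dpt* changed by 96.3%, *Dpp4* by -49.8%, *Agtr2* by -42.7%, *Xdh* by -28.2% and *Cd55* by -25.3% in the articular/synovial-like NICD2-expressing cells. *Clec3b* changed by 4.36%, and the other genes by less than 25% in either direction.

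*Hes1* was at 145 CPM in the control cells of the *Notch2* tm1.1Ecan experiment and at 16.3 CPM in the Ad-CMV-GFP cells. The experiments differ in culture, infection and version of the processing, and no explanation was tested.

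No kept cell of the *Notch2* tm1.1Ecan experiment had *Xist* UMIs without UMIs of Y genes. UMIs of Y genes alone were found in 91.2% of the control and 85.4% of the *Notch2* tm1.1Ecan cells, so that both pools held cells of male mice. In the NICD2 experiment, 18.1% of the Ad-CMV-GFP and 19.4% of the NICD2-expressing cells had *Xist* UMIs alone, and 70.7% and 71.1% had UMIs of Y genes alone.

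UMIs of both *Xist* and Y genes were found in 7.51% of the kept Ad-CMV-GFP and 4.91% of the kept NICD2 cells. With doublet calls kept in, such cells had a median of 31547 UMIs in Ad-CMV-GFP and 32135.5 in NICD2, against 21877.5 and 20878 in cells with 1 of them alone. The lower of these ratios was 1.44. Deeper cells also meet both kinds of UMI more often, so that doublets of a female and a male cell and an effect of depth cannot be told apart. Of these cells 22.6% and 39.5% were called doublets, against 6.79% and 13.7% of the others. In 59.7% of the cells with both, the lower count was 1 UMI, which is consistent with free RNA as a source of a part of them.

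In the cluster led by *Zfp536*, *Foxd3* and *Sox10*, *Mcam* was the only gene of the mural list that was 2-fold higher. It held 18 control and 21 *Notch2* tm1.1Ecan cells, numbers that Table 1 of the paper gives for an *Mcam*-positive cluster. Whether the cells are the same cannot be known from the counts.

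The clusters with few UMIs per cell held 682 cells of the *Notch2* tm1.1Ecan experiment, with a median of 1010.5 UMIs, and 229 cells of the NICD2 experiment, with a median of 1316 UMIs. The cluster of the NICD2 experiment was led by *Lyve1*, *Cldn5* and *Nts*. No explanation was tested for either.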
